# KDM5-mediated activation of genes required for mitochondrial biology is necessary for viability in *Drosophila*

**DOI:** 10.1242/dev.202024

**Published:** 2023-11-06

**Authors:** Michael F. Rogers, Owen J. Marshall, Julie Secombe

**Keywords:** KDM5, Demethylase, Transcription, Prothoracic gland, Mitochondria

## Abstract

Histone-modifying proteins play important roles in the precise regulation of the transcriptional programs that coordinate development. KDM5 family proteins interact with chromatin through demethylation of H3K4me3 as well as demethylase-independent mechanisms that remain less understood. To gain fundamental insights into the transcriptional activities of KDM5 proteins, we examined the essential roles of the single *Drosophila Kdm5* ortholog during development. KDM5 performs crucial functions in the larval neuroendocrine prothoracic gland, providing a model to study its role in regulating key gene expression programs. Integrating genome binding and transcriptomic data, we identify that KDM5 regulates the expression of genes required for the function and maintenance of mitochondria, and we find that loss of KDM5 causes morphological changes to mitochondria. This is key to the developmental functions of KDM5, as expression of the mitochondrial biogenesis transcription factor Ets97D, homolog of GABPα, is able to suppress the altered mitochondrial morphology as well as the lethality of *Kdm5* null animals. Together, these data establish KDM5-mediated cellular functions that are important for normal development and could contribute to KDM5-linked disorders when dysregulated.

## INTRODUCTION

Transcriptional regulators function as powerful gatekeepers that enable cells to access and utilize the information stored in the genome. The dynamics of chromatin organization and transcriptional mechanisms must therefore be carefully coordinated to orchestrate the gene expression programs required for proper development. Conversely, improper function of transcriptional regulators can underlie the defective cellular processes that lead to dysfunction and disease (Lee and Young, 2013; Mirabella et al., 2016). Within this realm of biology, chromatin-modifying proteins interface with histone protein tails through writing, reading and erasing post-translational modifications to organize gene expression. Lysine demethylase 5 (KDM5) proteins are one such family of chromatin-modifiers that are named for their ability to remove trimethylation of lysine 4 on histone H3 (H3K4me3), a mark generally found near the transcriptional start sites of actively expressed genes (Chan et al., 2022).

Mammalian cells encode four paralogous KDM5 proteins: KDM5A, KDM5B, KDM5C and KDM5D. The importance of gene regulation by KDM5 family proteins is demonstrated by their links to human disorders. Altered expression of each of the four KDM5 genes has been observed across a variety of cancer types, of which breast and prostate cancer are the most well characterized (Ohguchi and Ohguchi, 2022; Blair et al., 2011). The relationship between KDM5A, KDM5B and tumorigenesis appears to be primarily oncogenic, with a range of cancers showing increased expression of either of these two paralogs. Rather than being linked to the regulation of a single process, KDM5A and KDM5B contribute to many facets of tumorigenesis, including the regulation of genes linked to cell cycle control, DNA repair and angiogenesis (Ohguchi et al., 2021; Taylor-Papadimitriou and Burchell, 2022; Ohguchi and Ohguchi, 2022; Yoo et al., 2022). The roles of KDM5C and KDM5D in malignancies are less defined, although, in contrast to KDM5A and KDM5B, it is generally reduction of these proteins that is observed in cancers, most notably renal carcinomas (Tricarico et al., 2020). The genetic association between KDM5 proteins and neurodevelopmental disorders, including intellectual disability and autism spectrum disorders, is more clearly caused by loss-of-function variants in *KDM5A*, *KDM5B* or *KDM5C* (Hatch and Secombe, 2021; Yoo et al., 2022). Consistent with this, mouse and cell culture models have shown that Kdm5a, Kdm5b and/or Kdm5c are needed for proper neuronal differentiation and morphology (El Hayek et al., 2020; Harrington et al., 2022; Iwase et al., 2017, 2016). However, although KDM5 proteins are clearly required for normal brain function, the transcriptional programs required for typical cognitive development remain unknown. It also remains unclear whether similar or distinct transcriptional programs etiologically link KDM5 to malignancies and to brain development. In this regard, it is notable that, although cancer and intellectual disability have vastly different clinical manifestations, alterations in the activity of other regulatory factors, such as members of the MAPK and PI3K signaling cascades, are also linked to these same two groups of disorders (Borrie et al., 2017). Thus, it remains possible that dysregulation of overlapping pathways contributes to both tumorigenesis and altered cognition.

Defining how changes to KDM5 protein function leads to cancer or intellectual disability would be greatly facilitated by efforts to understand their fundamental transcriptional activities. To date, attempts to define these links have focused on their canonical histone demethylase activity. However, KDM5 and other chromatin-modifying proteins also perform important non-catalytic gene regulatory functions that play roles in both cancer and intellectual disability (Iwase et al., 2007; Cao et al., 2014; Vallianatos et al., 2018; Aubert et al., 2019; Ohguchi and Ohguchi, 2022; Morgan and Shilatifard, 2023). This is also true in *Drosophila melanogaster*, in which one gene encodes a single KDM5 protein that is likely to function by incorporating activities of all four mammalian paralogs. A null allele in *Drosophila Kdm5* (*Kdm5^140^*) causes lethality during development (Drelon et al., 2018), highlighting its crucial role in developmental processes. The essential functions of KDM5 are independent of its enzymatic demethylase function, however, as animals harboring loss-of-function mutations in the enzymatic Jumonji C (JmjC) domain survive to adulthood (Li et al., 2010; Drelon et al., 2018). Characterizing the role of KDM5 during *Drosophila* development therefore provides an opportunity to uncover new pathways and gene-regulatory mechanisms that will expand our understanding of this family of multi-domain proteins.

Several cell types in *Drosophila* require KDM5 during development. Consistent with the established link between genetic variants in human *KDM5* genes and intellectual disability, KDM5 is necessary for proper neuronal development and functioning (Zamurrad et al., 2018; Belalcazar et al., 2021; Hatch et al., 2021). However, these neuronal activities of KDM5 are not necessarily involved in its essential developmental functions, as restoring *Kdm5* expression pan-neuronally does not rescue lethality (Drelon et al., 2019). KDM5 has also been linked to immune function in larval hemocytes, but, in a similar manner to neurons, this cell type does not account for its essential activities (Moran et al., 2015; Drelon et al., 2019). The only single tissue in which re-expression of *Kdm5* is sufficient to rescue lethality is the prothoracic gland (Drelon et al., 2019). *Kdm5^140^* animals rescued by prothoracic gland-specific *Kdm5* expression develop into adult flies; however, they survive at a lower frequency than animals expressing *Kdm5* ubiquitously, which indicates that KDM5 plays important functions in other tissues. Nevertheless, this demonstrates that, within prothoracic gland cells, KDM5 regulates the expression of genes crucial to proper organismal development.

A neuroendocrine tissue, the prothoracic gland serves as a master coordinator of numerous intracellular processes, tissue growth, and organismal transitions that are essential to development through its production of the steroid hormone ecdysone (Texada et al., 2020; Kamiyama and Niwa, 2022). This tissue is also a well-established model for understanding how key signaling pathways are integrated to govern hormone dynamics and animal maturation, including the MAPK, Salvador-Warts-Hippo-Yorkie (SHW), target of rapamycin (TOR) and insulin and insulin-like signaling (IIS) cascades. These pathways converge on processes such as autophagy and endoreplication that are important for regulating metabolism and hormone production in the prothoracic gland (Moeller et al., 2017; Texada et al., 2019, 2020; Zeng et al., 2020). Like KDM5 family proteins, the dysregulation of many of these pathways is implicated in human disorders, including cancer and neurodevelopmental disorders (Vithayathil et al., 2018; Kim and Choi, 2010; Williamson et al., 2014; Zanconato et al., 2016; Tian et al., 2019). We previously showed that KDM5 regulates larval growth rate through promotion of prothoracic gland cell endoreplication, which is thought to increase expression of ecdysone biosynthetic factors (Drelon et al., 2019; Ohhara et al., 2017, 2019). The prothoracic gland functions of KDM5 in facilitating larval growth, however, are separate from its role in survival, as restoring normal developmental timing to *Kdm5* mutant animals does not alter their lethality. The role of KDM5 in viability involves MAPK signaling, as *Kdm5* null mutant animals show decreased MAPK signaling and activating this pathway suppresses *Kdm5* mutant lethality. However, whether this effect is specific to the MAPK pathway, and which downstream cellular processes link KDM5, MAPK and viability, remain to be established.

Here, we examine KDM5 function in the prothoracic gland to understand broadly how this chromatin modifier regulates crucial cellular processes. Extending our previous studies, we explore the role of the MAPK and parallel pathways in mediating the lethality caused by loss of *Kdm5*. We additionally take unbiased approaches to define the transcriptional targets of KDM5. Among these targets, we identified mitochondrial biology as a candidate process for which KDM5-mediated regulation could play crucial roles during development. Reinforcing these connections, the lethality of the *Kdm5* null allele is suppressed by expression of Ets97D (also known as Delg), the *Drosophila* homolog of GA binding protein transcription factor subunit alpha (GABPα), a known activator of genes necessary for mitochondrial biosynthesis. Furthermore, prothoracic gland cells of *Kdm5* mutant animals show altered mitochondrial morphology dynamics that are suppressed by expression of Ets97D. Together, this study provides new insights into the link between KDM5-regulated transcription, mitochondrial function, and vital cellular processes needed for development.

## RESULTS

### Activation of MAPK signaling suppresses *Kdm5* null lethality independently of autophagy regulation

To understand better the crucial developmental roles of KDM5, we investigated further the link between *Kdm5^140^*-induced lethality and altered MAPK signaling (Drelon et al., 2019). From yeast to humans, the MAPK signaling cascade is used to regulate a myriad of cellular events in a context-dependent manner (Widmann et al., 1999; Yang et al., 2013; Eblen, 2018; Pan and O'Connor, 2021). In the prothoracic gland of *Drosophila*, the MAPK pathway is one of several signaling networks that regulates ecdysone biosynthesis (Fig. 1A). To characterize further the relationship between KDM5 and MAPK, we took a candidate-based approach by testing upstream and downstream components of this cascade for an effect on *Kdm5*-induced lethality (Fig. 1B). We used spookier-Gal4 (*spok*-Gal4) to drive expression of transgenes in a tissue-specific manner within the prothoracic gland, hereafter written as ‘*spok*>*transgene*’ (Fig. 1C) (Shimell et al., 2018; Drelon et al., 2019; Pan and O'Connor, 2021). As quantified previously, the ability of tested transgenes to mediate survival of *Kdm5^140^* animals into adulthood was calculated, and for these experiments, this survival index was normalized to that observed by *spok*-Gal4-driven expression of KDM5 (% *spok*>*Kdm5*, see Materials and Methods).

**Fig. 1.**
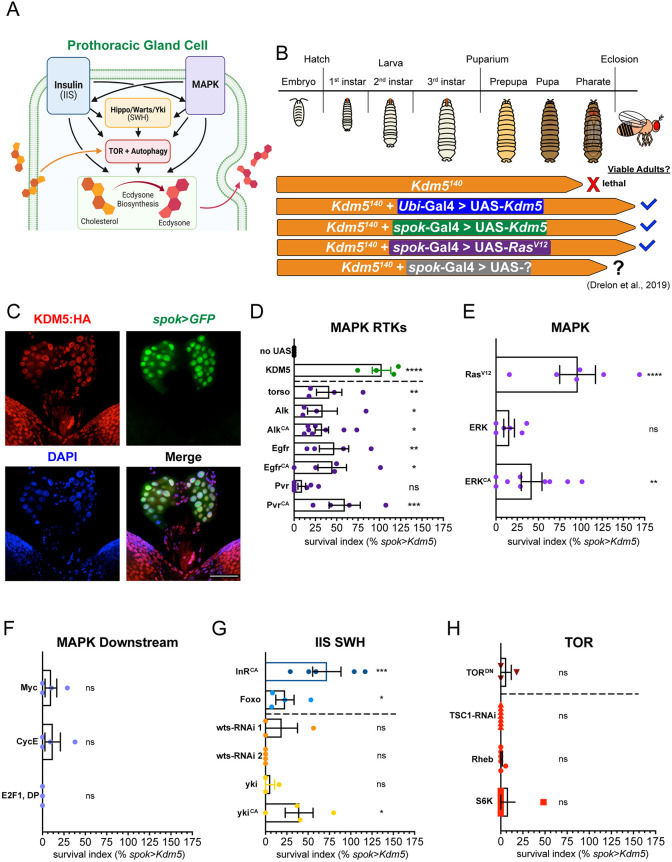
**MAPK signaling robustly suppresses *Kdm5^140^* lethality independently of autophagy regulation.** (A) Major signaling pathways regulating prothoracic gland cell function. Potential crosstalk is indicated by black arrows. (B) Summary of *Kdm5^140^* pupal pharate lethality suppression by transgene expression (from Drelon et al., 2019). (C) Maximum intensity *z*-projection of larval brain-ring gland complex. Anti-HA shows endogenously tagged KDM5:HA in nuclei (DAPI) of the prothoracic gland (*spok*>*GFP*). Scale bar: 50 μm. Images are representative of 9 samples. (D-H) Quantification of survival index for *spok*-Gal4-driven expression of transgenes in *Kdm5^140^* background relative to *spok*-Gal4>UAS-*Kdm5* (green data points in D). ****P<0.0001, ***P<0.001, **P<0.01, *P<0.05; ns, not significant [Fisher's exact test of each transgene compared with ‘no UAS’ control (black data points in D)]. Error bars represent s.e.m. (D) Quantification of survival index for expression of MAPK-activating RTKs. *n*=300, 380, 562, 575, 685, 681, 191, 722, 486, respectively. (E) Quantification of survival index for expression of MAPK signaling components. *n*=467, 613, 800, respectively. (F) Quantification of survival index for expression of candidate factors downstream of MAPK. *n*=484, 368, 283, respectively. (G) Quantification of survival index for expression of IIS and SWH signaling components. *n*=440, 921, 435, 346, 292, 360, respectively. (H) Quantification of survival index for expression of TOR signaling components. *n*=352, 406, 926, 868, respectively. Dashed lines separate transgene categories in a given plot, specifically negative and positive controls from MAPK RTKs (D), IIS from SWH components (G), and transgenes with repressive from those with activating effects on TOR signaling (H).

Based on the suppression of *Kdm5^140^* lethality by expression of the receptor tyrosine kinase (RTK) Torso and activated Ras (Ras^V12^) in Drelon et al. (2019), we tested whether other RTKs upstream of MAPK or the downstream kinase ERK could restore *Kdm5^140^* viability (Drelon et al., 2019). In parallel with Torso, which receives neuronal stimulation via the neurotransmitter prothoracicotropic hormone (PTTH), the RTKs anaplastic lymphoma kinase (Alk), Egfr, and PDGR and VEGF-receptor related (Pvr) can also activate MAPK signaling and impact ecdysone biosynthesis (Cruz et al., 2020; Pan and O'Connor, 2021). *spok*-Gal4-driven expression of wild-type or constitutively active (CA) forms of each of these receptors resulted in partial suppression of lethality with a mean survival index of 33.2% (Fig. 1D). Likewise, *spok*>*erk* and *spok*>*erk^CA^* resulted in survival indices of 17.4% and 41.8%, respectively (Fig. 1E). Similar to the rescue of *Kdm5^140^* by expression of KDM5 in the prothoracic gland, animals obtained through expression of RTKs or ERK were viable adult flies but with an outstretched wings phenotype and reduced lifespan (Fig. S1) (Drelon et al., 2019). Combined, these data confirm that augmenting MAPK signaling through various means of activation, not only through the Torso–Ras axis, can restore *Kdm5^140^* viability. The downstream effectors that mediate MAPK signaling in the prothoracic gland remain unknown; however, in other contexts, regulatory proteins such as Myc, the E2F1/DP heterodimer, and cell cycle mediators can be regulated by this cascade (Zhang and Liu, 2002). Because these transcription factors and cellular processes have also been associated with mammalian or *Drosophila* KDM5 function in other contexts, we next tested their ability to suppress *Kdm5^140^* lethality (Secombe et al., 2007; Benevolenskaya et al., 2005; Drelon et al., 2019). Expression of Myc, E2F1 and DP, or Cyclin E did not alter *Kdm5*-induced lethality, suggesting that other, as yet unidentified, regulators of gene expression function with KDM5 in the context of the prothoracic gland (Fig. 1F).

To determine whether this relationship with *Kdm5^140^* lethality is specific to the MAPK pathway, we examined other signaling pathways that mediate prothoracic gland function, many of which show extensive crosstalk (Fig. 1A). Specifically, we tested the IIS, SWH and TOR pathways. These three pathways are among the best characterized for their roles in the prothoracic gland, particularly in the regulation of homeostatic metabolic processes such as autophagy and lipid processing for hormone production (Danielsen et al., 2013, 2014, 2016; Texada et al., 2019). To test the IIS cascade, we expressed an activated form of the insulin receptor (*spok*>*InR^CA^*) or the downstream transcription factor Foxo (*spok*>*foxo*). Expression of InR or Foxo did result in suppression of *Kdm5^140^* lethality with survival indices of 65.6% and 24.8%, respectively (Fig. 1G). Although we previously saw no defective activation of the IIS pathway by examining phoso-Akt levels via western blot in *Kdm5^140^* animals, it is possible that ectopic insulin signaling can act on similar downstream targets or compensate in some other way for MAPK defects (Drelon et al., 2019). In contrast, SWH signaling, activated by RNA interference (RNAi) of *wts* (*spok*>*wts-RNAi* #1 and 2) or overexpression of wild-type or constitutively active *yki* transgenes (*spok*>*yki*, *spok*>*yki^CA^*) did not consistently suppress lethality (Fig. 1G). Although suppression was observed using *yki^CA^*, similar to the IIS cascade, this may indicate that some activation of these signaling pathways is able to compensate for the MAPK defects of *Kdm5^140^* animals. These results could be due to crosstalk between these pathways and/or upregulation of common targets involved in regulation of ecdysone biosynthesis and prothoracic gland function.

Prothoracic gland cells have distinct energetic and other cellular homeostatic requirements for which proper balance of TOR signaling is essential (Danielsen et al., 2016; Pan et al., 2019, 2020; Texada et al., 2019; Yamanaka, 2021). For this reason, we tested several manipulations of TOR signaling and autophagy via both activation (*spok*>*Rheb*, *spok*>*S6K*, *spok*>*TSC-RNAi*) and repression (*spok*>*TOR^DN^*). Interestingly, none of these TOR pathway manipulations affected *Kdm5^140^* lethality (Fig. 1H). Thus, although regulation of autophagy is one cellular process on which all tested signaling pathways are known to converge, the lethality of *Kdm5^140^* mutants does not appear to be caused by lack of TOR pathway regulation. Taken together, there are multiple pathways capable of suppressing *Kdm5^140^* lethality via activity in the prothoracic gland, but it is not yet clear whether these results are due to crosstalk between pathways or compensatory activation of shared downstream targets. Moreover, it remains an open question which downstream transcription factors are responsible for the cellular programs activated by this signaling that are crucial for development and adult viability.

### *Kdm5* expression is required during mid to late larval stages for viability

Our targeted candidate approaches identified regulatory pathways, but not key KDM5-mediated downstream processes linked to viability. Prior to carrying out unbiased transcriptomic and genomic-binding studies, we first needed to determine when during development KDM5 is required. To do this, we ubiquitously expressed the UAS-*Kdm5* transgene using *Ubi*-Gal4 within defined windows of time during development in the *Kdm5^140^* background (Fig. 2A). To facilitate temporal activation of *Kdm5* expression, we included a transgene ubiquitously expressing temperature-sensitive Gal80 (tub-Gal80^ts^) (McGuire et al., 2003). At 18°C, the Gal80^ts^ prevents UAS-*Kdm5* transgene activation, thus *Kdm5^140^* animals with tub-Gal80^ts^, *Ubi*-Gal4 and UAS-*Kdm5* incubated at 18°C failed to reach adulthood (Fig. 2A). At 29°C, Gal80^ts^ is inactive, which allows expression of the UAS-*Kdm5* transgene, resulting in adult fly viability (Fig. 2A). At the permissive temperature of 29°C, we observed protein levels similar to both endogenous KDM5 and to our previously published system in which flies were grown at 25°C without Gal80^ts^ (Fig. 2B) (Drelon et al., 2019). Using this system, *Kdm5* expression was turned on at progressively later days during development by transferring the animals from 18°C to 29°C (Fig. 2A). The extent to which temporally restricted expression of *Kdm5* rescued viability is reported as a survival index normalized to the rescue observed by continuous expression of *Kdm5* (*Ubi*>*Kdm5* at constant 29°C, see Materials and Methods). Temperature shifting animals early in development led to robust rescue (Fig. 2C). In contrast, activating the UAS-*Kdm5* transgene in animals that had reached mid larval stages (2nd to 3rd instar) or later resulted in a failure to rescue adult viability (Fig. 2C). Thus, *Kdm5* expression is required prior to pupal stages and as early as mid to late larval stages, although we cannot yet rule out additional roles later in development. Additional complementary experiments in which UAS-*Kdm5* transgene expression was inhibited progressively later in development were also performed by shifting animals from 29°C to 18°C (Fig. 2A). These data revealed that transferring animals during earlier larval stages in development failed to rescue viability robustly, confirming key role(s) for KDM5 during the mid to late larval window of the *Drosophila* life cycle (Fig. 2D). We therefore focused subsequent experiments of KDM5 function during these stages of development.

**Fig. 2.**
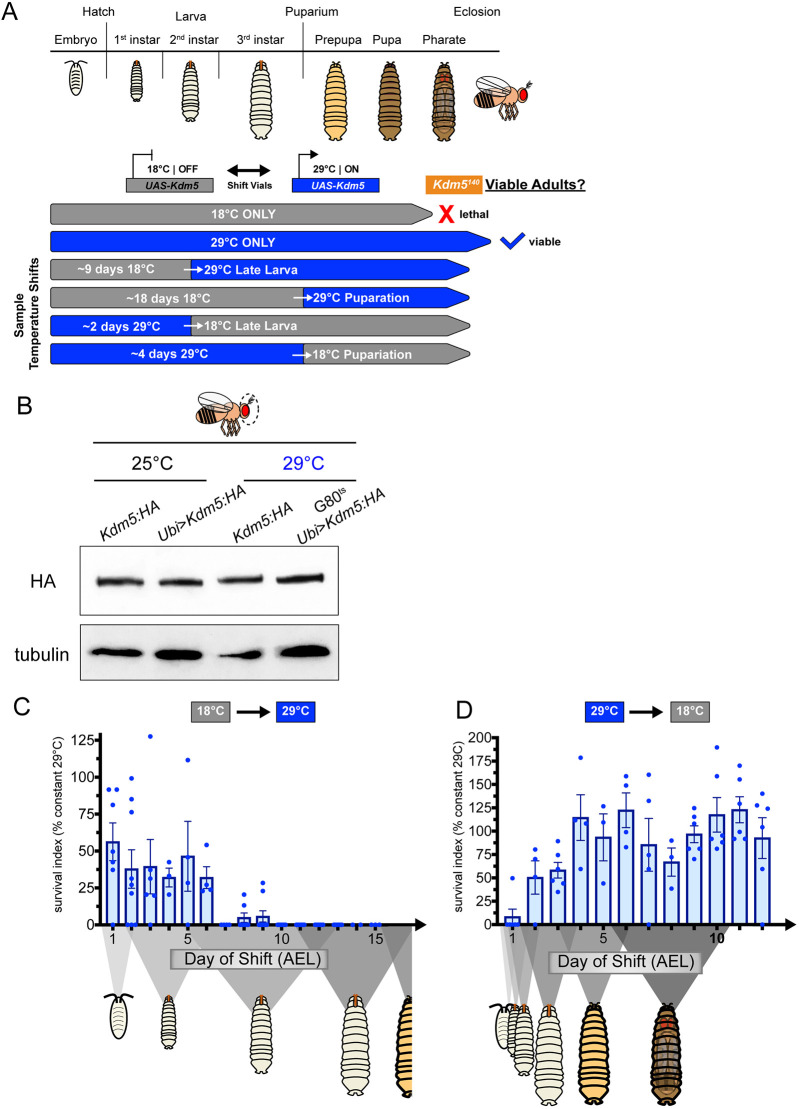
**Temporally restricted rescue of KDM5 expression reveals requirements for KDM5 in mid to late larval stages.** (A) Schematic showing example shifts between restrictive (18°C) and permissive (29°C) temperatures to constrain KDM5 expression in the *Kdm5^140^* background. (B) Western blot of adult heads showing KDM5:HA protein levels (top) from control [*Kdm5*:3xHA or *Ubi*>*Kdm5:HA* (*Kdm5^140^* background)] and temporal experiment [G80^ts^ *Ubi*>*Kdm5:H*A (*Kdm5^140^* background)] animals at standard (25°C) and experimental (29°C) temperatures. α-tubulin was used as loading control. (C) Quantification of survival index for induction of expression of KDM5 at progressively later days during development in tub-Gal80^ts^/+; *Kdm5^140^*, *Ubi*-Gal4/*Kdm5^140^*; UAS*-Kdm5:HA*/+ animals relative to that of control vials kept at constant 29°C. *x*-axis schematic demonstrates approximate developmental progression of *Kdm5^140^* animals at 18°C each day AEL. *n*=134, 216, 143, 275, 120, 124, 107, 162, 178, 218, 142, 134, 125, 111, 101, respectively. Error bars represent s.e.m. (D) Quantification of survival index for inhibition of expression of KDM5 at progressively earlier days during development (29°C to 18°C) in tub-Gal80^ts^/+; *Kdm5^140^*, *Ubi*-Gal4/*Kdm5^140^*; UAS*-Kdm5:HA*/+ animals relative to that of control vials kept at constant 29°C. *x*-axis schematic demonstrates developmental progression of *Kdm5^140^* animals at 29°C each day AEL. *n*=106, 103, 176, 111, 123, 107, 111, 117, 210, 137, 117, 133, 111, respectively. Error bars represent s.e.m.

### KDM5 directly regulates transcription of metabolic processes in the prothoracic gland

To investigate the roles of KDM5 in regulating gene expression programs within the prothoracic gland, we identified genomic regions bound by KDM5 in this tissue. Traditional genomic binding approaches, such as chromatin immunoprecipitation with sequencing (ChIP-seq), are limited for this small tissue that comprises only ∼50 cells. We therefore performed Targeted DamID (TaDa), which requires less input material and can be carried out with tissue- and temporal-specific resolution, to survey the genomic targets of KDM5 in these cells (Marshall and Brand, 2015, 2017; Marshall et al., 2016; Hatch et al., 2021). *spok*-Gal4 was used to drive expression of a UAS transgene encoding either a Dam:KDM5 fusion protein or Dam alone, the normalization control, in prothoracic gland cells of wild-type animals. Using tub-Gal80^ts^, expression of the TaDa transgenes was restricted to mid to late larval stages by shifting larvae from 18°C to 29°C and collecting wandering 3rd instar larvae [120-168 h after egg laying (AEL) at 18°C] (Fig. 3A). Confirming the robustness of our data, quadruplicate TaDa replicates showed a strong correlation, and an average Dam:KDM5 binding profile was used for subsequent analyses (Fig. S2). Similar to previous studies of KDM5 family proteins across species, most KDM5 binding occurred near promoter regions (Fig. 3B,C) (Lloret-Llinares et al., 2012; Beshiri et al., 2012; Liu and Secombe, 2015; Iwase et al., 2016; Hatch et al., 2021; Wang et al., 2023). This localization at or near promoters enabled us to identify nearby genes as candidate targets of KDM5 regulation.

**Fig. 3.**
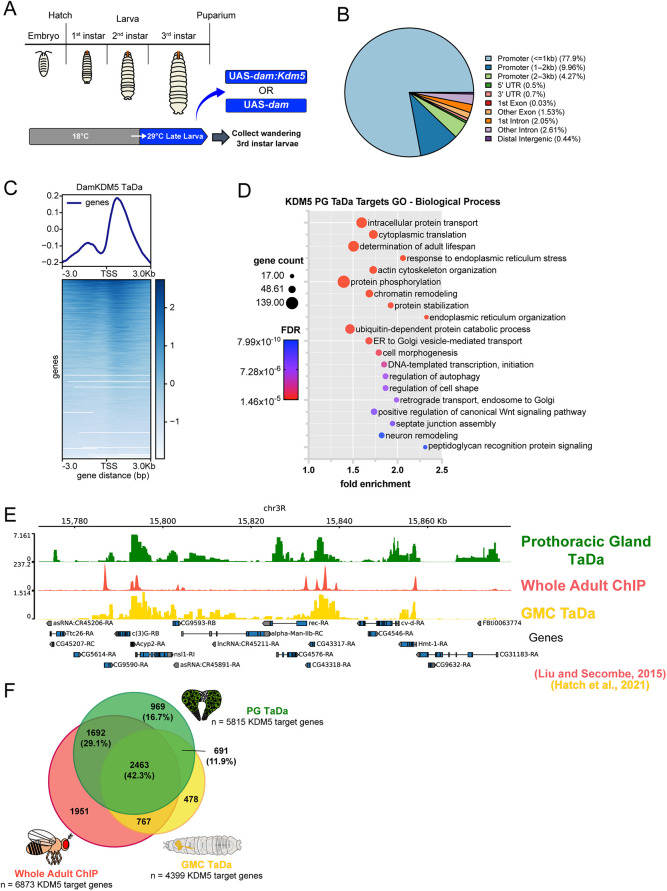
**Genome binding profiling of KDM5 by targeted DamID (TaDa) identifies conserved and tissue-specific targets.** (A) Time course of TaDa experiment, which restricted *spok*>*dam:Kdm5* or *spok*>*dam* expression to the last 48 h of larval development. *n*=100 larvae per sample, four replicates per genotype. (B) Distribution of Dam:KDM5 binding genomic regions showing enrichment for promoter-proximal regions. (C) Genomic binding localization of average Dam:KDM5 TaDa profile showing binding near the transcriptional start site (TSS). (D) GO biological process analyses of candidate KDM5 target genes identified from TaDa. Representative terms shown; see Table S3 for a full list. ER, endoplasmic reticulum. (E) Representative genome browser image showing KDM5 binding in prothoracic gland TaDa experiment juxtaposed with published data sets from whole adult KDM5 ChIP-seq and ganglion mother cell (GMC) TaDa. (F) Overlap of KDM5-bound genes across data sets. *P*<0.00001 (Fisher's exact test) for overlaps of prothoracic gland (PG) TaDa compared with whole adult ChIP and with GMC TaDa.

In total, KDM5 peaks mapped to 5815 genes using a cutoff of false discovery rate (FDR)<0.01 (Table S1). Gene Ontology (GO) analyses for biological processes enriched in this gene list produced a range of terms including processes related to cellular transport, metabolism and signaling (Fig. 3D, Table S3). To assess the KDM5 binding targets in the prothoracic gland in relation to other contexts, we compared these data with existing ChIP-seq and TaDa data sets from whole adult flies and ganglion mother cells (neuronal precursors), respectively (Liu and Secombe, 2015; Hatch et al., 2021) (Fig. 3E). This revealed a significant overlap between the prothoracic gland TaDa and either dataset, with 2463 genes being bound in all three data sets (42.3% of all prothoracic gland targets) (Fig. 3F). This overlap of KDM5 targets may represent genes regulated by KDM5 across developmental stages and tissues. Overall, KDM5 appears to have the potential to regulate a large portion of the coding genome in the prothoracic gland, and KDM5 likely has both tissue-specific and universal functions.

To determine the relationship between KDM5 binding and target gene expression, we performed bulk mRNA sequencing (mRNA-seq) on dissected ring glands of wild-type and *Kdm5^140^* wandering 3rd instar larvae. 

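Ring glands, which join the prothoracic gland to the corpus allatum and the corpus cardiacum, were collected from wild-type larvae about 120 h after egg laying and from Kdm5[140] larvae about 168 h after egg laying, when each genotype was wandering. Age and genotype therefore cannot be told apart in these data. There were 4 libraries per genotype, each from 80 pooled ring glands. The authors aligned the reads to dm6, counted them on each gene and deposited the counts without normalization. Between 17163795 and 19494692 reads per wild-type library were counted on genes, with a median of 18435083, and between 17131110 and 18816043 per Kdm5[140] library, with a median of 17921119. Counts were normalized with the TMM method of edgeR and compared between genotypes with its quasi-likelihood test and Benjamini-Hochberg adjustment (FDR). The filter on low counts (filterByExpr) left 9317 genes. The paper's text does not state whether reads were counted by strand, so values of genes whose exons overlap a gene on the opposite strand are uncertain.

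Kdm5 is listed under its older symbol lid (FBgn0031759) and lies on the minus strand of chromosome arm 2L of dm6, from 5989400 to 5999501. In wild-type replicates 1 to 4, lid had 172, 144, 144 and 155 TMM-normalized CPM. In replicates 1 to 4 of the libraries labelled Kdm5[140] it had 200, 193, 194 and 195 CPM. The means were 154 ± 13.3 CPM (SD, n = 4) and 196 ± 3.19 CPM (SD, n = 4), without overlap between the groups. This was a log2 fold change of 0.35 (standard error 0.07, edgeR FDR = 0.00437), so the transcript of the targeted gene was higher, not lower, in the libraries labelled Kdm5[140]. With each library left out in turn the log2 fold change stayed between 0.31 and 0.40, with an FDR under 0.01 in 2 of the 8 fits. With an offset for gene length it was 0.23 (edgeR FDR = 0.0549). Counts per gene do not show whether a transcript is intact. Directions given for these data compare the libraries as labelled.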

Similar to previous transcriptional studies, RNA-seq was carried out from dissected ring glands to assay the prothoracic gland transcriptome, as this cell type comprises the majority of the mass of the ring gland (Di Cara and King-Jones, 2016; Ou et al., 2016; Christesen et al., 2017; Nakaoka et al., 2017; Uryu et al., 2018). 

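In the edgeR comparison, 1633 of the 9317 tested genes differed at an FDR under 0.01. Of these, 896 genes were lower and 737 were higher in the libraries labelled Kdm5[140]. The median log2 fold change was −0.62 among the lower genes and 0.76 among the higher genes, and 560 of the differentially expressed genes (34.3%) changed at least 2-fold. For 1630 of the 1633 genes, the 4 values of one genotype all lay above the 4 values of the other. The same held for 3097 of all tested genes (33.2%), where chance gives 2.9%. With an offset for gene length, 1212 genes were lower and 577 higher, so that 67.7% of the calls were lower in place of 54.9%. The DESeq2 Wald test, the paper's tool, called 2427 genes, 1276 lower and 1151 higher, and 1632 of the 1633 genes called by edgeR were among them.

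Some of the largest changes were of genes with at most 3 counts in every library of one genotype, whose folds are lower bounds against that floor. CG17562 on 3R had 220 ± 61.7 CPM (SD, n = 4) in wild type and no count in any library labelled Kdm5[140], at least 1360-fold lower (edgeR FDR = 0.000233). CG33509, CG9458 and lectin-22C were at least 107-fold, 429-fold and 380-fold lower. CG6012 fell from 98.7 ± 30.7 CPM to 0.119 ± 0.204 CPM (SD, n = 4 each), a log2 fold change of −9.74 (standard error 0.58, edgeR FDR = 2.71e-05). That value ran from −12.0 to −9.31 in fits without one library. Kdm5[140] replicate 3 had 7 counts of CG6012 and the other libraries of that label at most 1. In the other direction, mthl8 on 3L had no count in wild type and 70.1 ± 2.33 CPM (SD, n = 4) in the libraries labelled Kdm5[140], at least 414-fold higher (edgeR FDR = 9.52e-08). CG10000, CR45284, Cpr72Ea and Spn75F were at least 96.6-fold, 82.5-fold, 54.7-fold and 12.8-fold higher. All 10 of these genes remained past the threshold with any library left out.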

Using a stringent cutoff of FDR<0.01, we identified 2424 differentially expressed genes (DEGs) in *Kdm5^140^* ring glands, 1276 of which were downregulated and 1148 that were upregulated (Fig. 4A, Table S2). To determine which genes were likely to be directly regulated by KDM5, we integrated these data with the genomic binding TaDa data and found that 1290 (53.2%) of the *Kdm5^140^* DEGs had an associated KDM5 promoter peak based on the prothoracic gland TaDa (Fig. 4A,B). 

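The part of Table S1 used here covers part of the alphabet of gene symbols, so binding was compared within that range. Of the 3224 tested genes in the range, 1538 (47.7%) had a KDM5 promoter peak. Among the 606 differentially expressed genes in the range, 310 (51.2%) were bound, against 46.9% of the genes that were not differentially expressed. The odds ratio was 1.18 (Fisher's exact test, two-sided, p = 0.0642), so that the difference did not pass 0.05. Bound genes made up 177 of the 343 lower genes (51.6%) and 133 of the 263 higher genes (50.6%), a difference that was not significant (Fisher's exact test, p = 0.806). The outcome depended on the genes taken as background and on how genes were called. On the same 3224 genes, Fisher's exact p was 0.0421 with the replicate number as a block and 0.0185 with the gene length offset. It was 0.00499 at an FDR under 0.05, but from 0.078 to 0.205 with limma or other scalings. Within bins of mean expression the odds ratio was 0.68 in the lowest, 1.08 in the middle and 0.92 in the highest bin (Fisher's exact test, p = 0.106, 0.646 and 0.557). Without a filter on low counts, 50.3% of the differentially expressed genes were bound against 28.4% of the others (Fisher's exact test, p = 2.54e-25), while among tested genes with a mean of at least 5 CPM the shares were 57.1% and 55.5% (Fisher's exact test, p = 0.514). With changes of at least 1.5-fold required, the direction reversed, to 31.1% against 48.4% (Fisher's exact test, p = 9.43e-05). Of the calls in the authors' deposited table, 872 lie in the range, and 423 (48.5%) of these were bound. With DESeq2, which called the same numbers of genes and bound genes in the range, 37.1% of the other genes it tested were bound, an odds ratio of 1.60 (Fisher's exact test, p = 1.22e-09).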

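Within the symbol range covered by the part of Table S1 used here, the median absolute log2 fold change was 0.57 for the 310 KDM5-bound differentially expressed genes and 1.09 for those without a peak. The difference of −0.52 was larger than in any of 100000 permutations of the bound label across genes (p = 1e-05, the smallest they can give). Genes are not independent replicates, so this p describes the gene list. A change of at least 2-fold was found for 68 bound and 156 unbound genes. None of the 20 genes with the largest absolute change in the range was bound (0 of 20, a count chosen after the values were seen). Leaving out each library in turn gave differences from −0.71 to −0.44. Expression and binding were related, since 28.3% of genes had a peak in the lowest of 3 equal bins of mean expression against 65.5% in the highest. Within the lowest, middle and highest bins the medians were 1.57, 0.70 and 0.46 for bound genes and 2.27, 0.88 and 0.63 for unbound genes. The comparison by expression was added after the data were seen.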

As seen in previous *Kdm5* mutant RNA-seq experiments, direct KDM5 targets exhibited relatively subtle changes to gene expression, and the DEGs with the largest log2 fold change appeared to be indirectly regulated by KDM5 (Fig. 4A) (Liu and Secombe, 2015; Zamurrad et al., 2018; Belalcazar et al., 2021; Hatch et al., 2021). 

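Gene families were defined by gene symbol, not by their change, and compared between genotypes as sets with the camera test of edgeR. Mitochondrial ribosomal protein genes had a mean log2 fold change of −0.29 over 72 tested genes, of which 63 had a negative value, and 21 were lower and 1 higher at an FDR under 0.01. ATP synthase genes had a mean of −0.41, with 11 of 13 genes lower. For cytochrome c oxidase and cytochrome bc1 genes the mean was −0.31, with 10 of 16 genes lower. Complex I genes averaged −0.28, with 10 of 31 genes lower and all 31 values negative. With camera's default inter-gene correlation of 0.01, the p-values adjusted over the 8 families were 4.98e-05, 1.38e-05, 2.18e-05 and 5.24e-05 in the same order. These p-values rest on that default. With the correlation estimated from the data, the unadjusted camera p-values were 0.25, 0.143, 0.151 and 0.298, and no family passed. Another 18 splits of the libraries put 2 of each genotype in each group. Of these, 1, 0, 0 and 2 gave a default camera p as small for these families. The genotype difference adds to the spread within their groups, so these counts do not measure chance cleanly.

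The mean log2 CPM of each family was also compared between libraries. For mitochondrial ribosomal protein genes it was 4.61 ± 0.06 (SD, n = 4) in wild type and 4.32 ± 0.08 (SD, n = 4) in the libraries labelled Kdm5[140]. It was 7.05 ± 0.16 and 6.65 ± 0.07 for ATP synthase, 6.85 ± 0.09 and 6.52 ± 0.07 for cytochrome c oxidase and bc1, and 6.34 ± 0.08 and 6.06 ± 0.08 for complex I. In each of these families every library labelled Kdm5[140] lay below every wild-type library (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow, and 0.0572 after adjustment over the 8 families). The means depend on genes with few counts. Without the filter on low counts the mean log2 fold change was 0.02 for ATP synthase and 0.34 for cytochrome c oxidase and bc1, while the medians were −0.46 and −0.31.

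**Figure D1:**
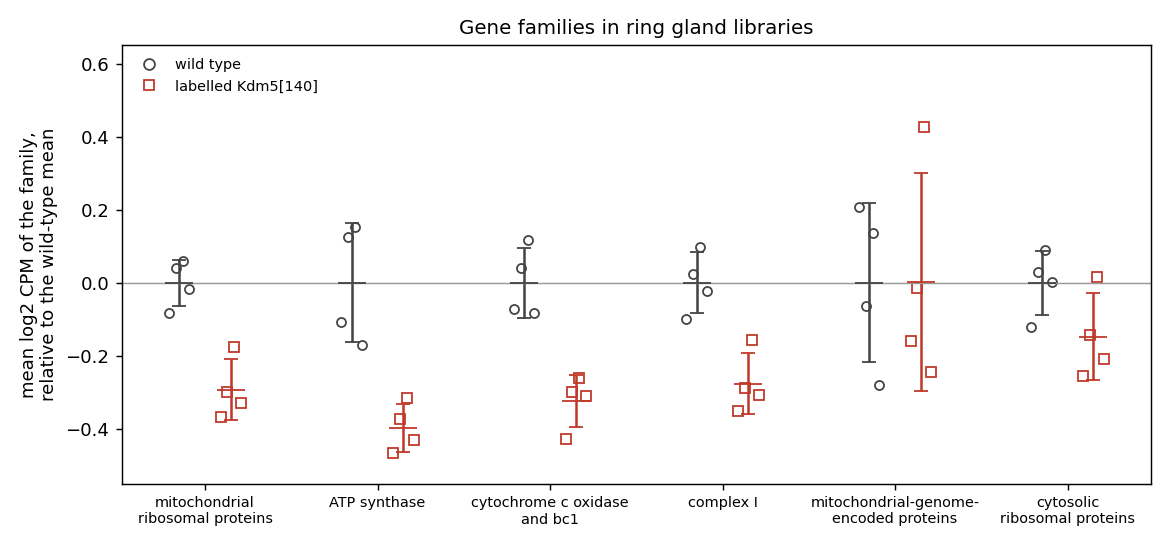
Mean log2 CPM of gene families in each ring gland library, relative to the mean of the wild-type libraries. Circles are the 4 wild-type libraries, squares are the 4 libraries labelled Kdm5[140], and bars give the mean and SD. In the leftmost 4 families all squares lie below all circles, while the mitochondrial-genome-encoded and cytosolic ribosomal protein families overlap.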

GO analyses of all DEGs produced metabolic terms, including biological processes involving mitochondria and lipid metabolism (Fig. 4C, Table S3). 

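Table S3 was built from the authors' own calls on these libraries, so a change in its genes shows no stability of its own. In the deposited counts, 30 of its 33 genes for mitochondrial translation (the other 3 were not used here) had log2 fold changes from −1.47 to −0.31, with a median of −0.52, and 25 of them were lower at an edgeR FDR under 0.01. For proton transport coupled to ATP synthesis, 12 of 13 genes were lower, with a median of −0.46. A larger fall was found for sphingolipid biosynthesis, with a median of −2.03 for its 11 tested genes, of which 10 were lower. The lowest value of that term, −10.523, is that of CG9458, with at most 2 counts in any library labelled Kdm5[140]. Not all terms of lipid metabolism fell as far. For fatty acid beta-oxidation 9 of 11 genes were lower, with a median of −0.42.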

The enrichment for these terms appeared to be driven by downregulated DEGs, as analysis of that subset produced many of the same GO terms, whereas that of upregulated genes featured processes involving cellular transport and chromatin dynamics (Fig. 4C′,C″, Table S3). 

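The lower genes among the mitochondrial terms of Table S3 could be compared with KDM5 binding where their symbols fall in the covered part of Table S1. These terms, which include mitochondrial translation, proton transport by ATP synthase and respiratory chain assembly and transport, were gathered after Table S3 had been read. Together the terms, as used here, name 73 genes, of which 17 lie in that range, and 10 of the 17 (58.8%) had a KDM5 promoter peak. Most of the 17 are genes of proton transport coupled to ATP synthesis, with 12 in the range and 7 bound. None of the 30 genes used for mitochondrial translation lies in the range (0 of 30), so their binding was not compared. Among all tested genes in the range the share was 47.7%. That share was not matched to the expression of the mitochondrial genes. Binding rose with expression, from 28.3% of genes in the lowest bin of mean expression to 65.5% in the highest. For the ATP synthase genes drawn in Fig. 4F, all 9 could be looked up and 5 were bound. These bound shares were not tested or compared with genes of like expression, so they do not show preferential binding of mitochondrial genes.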

Among the KDM5-bound DEGs, there was a similar trend with the top GO analysis terms related to mitochondrial processes and cellular respiration (Fig. 4D-D″, Table S3). These genome binding and transcriptomic analyses reveal that gene expression programs under the direct regulation of KDM5 span various cellular processes in the prothoracic gland, particularly those involving metabolism and mitochondria.

**Fig. 4.**
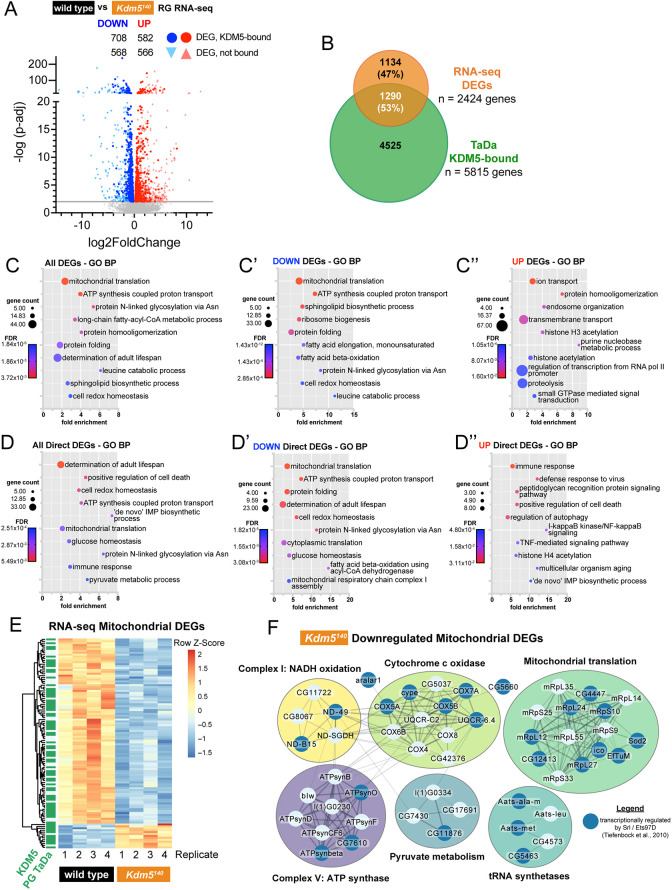
**RNA-seq reveals transcriptional dysregulation of mitochondrial genes in *Kdm5^140^* mutants.** (A) Volcano plot comparing RNA-seq of *Kdm5^140^* and wild-type ring glands. Differentially expressed genes (DEGs) with a false discovery rate (FDR)<0.01 are colored blue (downregulated) and red (upregulated), and those directly bound in KDM5 prothoracic gland TaDa are highlighted as bolded circles. *n*=80 ring glands per sample, four replicates per genotype. (B) Overlap of *Kdm5^140^* ring gland DEGs and direct KDM5 targets identified in TaDa. (C-C″) Gene Ontology Biological Process (GO BP) analyses of all DEGs (C), downregulated DEGs (C′) and upregulated DEGs (C″) using GO DAVID. Representative terms shown; see Table S3 for full lists. (D-D″) GO-BP analyses of *Kdm5^140^* DEGs that were directly bound in TaDa. Representative terms shown; see Table S3 for full lists. (E) Heatmap showing RNA-seq fragments per kilobase of transcript per million mapped reads (FPKM) of 111 genes from the mitochondrion GO term that were differentially expressed (FDR<0.01) in *Kdm5^140^* ring glands. KDM5-bound genes in TaDa are annotated (green) in left column. (F) Physical protein interaction networks of mitochondrial genes downregulated in *Kdm5^140^* ring glands. Genes regulated by both KDM5 and Srl/Ets97D are highlighted with darker blue nodes. Created with Cytoscape.

### KDM5-regulated transcription is developmentally required for proper mitochondrial dynamics

KDM5 proteins have been previously associated with mitochondrial activity in *Drosophila* and in mammalian cells, although the mechanisms and biological implications of these connections remain unclear (Liu and Secombe, 2015; Varaljai et al., 2015; Liu et al., 2023). Within the GO database, 353 genes are classified in the mitochondrion biological processes category, and, of these, 111 genes were differentially expressed in *Kdm5^140^* animals. 

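The mitochondrial genes of Fig. 4E are not named in the tables used here, so 73 genes of the mitochondrial terms that Table S3 gives for downregulated genes were used, with 30 of the 33 for mitochondrial translation. Of these, 72 were tested, and their log2 fold changes ran from −1.81 to −0.24 with a median of −0.50. In 71 of the 72, all 4 libraries labelled Kdm5[140] lay below all 4 wild-type libraries. At an edgeR FDR under 0.01, 61 of the 72 were lower. These genes had already been called lower by the authors on these libraries, so their direction was fixed in advance. They cannot show what share of the Fig. 4E genes was lower.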

Most of these genes were both downregulated in *Kdm5^140^* across our RNA-seq replicates and directly bound in the TaDa data (Fig. 4E). 

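All 51 genes drawn in the interaction networks of Fig. 4F were tested, and all 51 had a negative log2 fold change, from −1.11 to −0.29 with a median of −0.47. Of these, 43 had an edgeR FDR under 0.01, while the DESeq2 Wald test called all 51. Adjusted over these genes alone, all 51 passed, but they are the paper's own calls on these libraries. With one library left out in turn, the number called by edgeR ranged from 22 to 45. The groups did not overlap for 49 of the genes.

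Genes with the largest fall in their module were singled out after the values were seen. Modules are groups within the networks of Fig. 4F, not strict gene classes. For example, Sod2 is grouped with mitochondrial translation and CG5463 (GatB) with the tRNA synthetases. In cytochrome c oxidase, where 9 of 11 genes were lower, CG42376 on X fell from 15.2 ± 2.35 CPM to 8.79 ± 0.221 CPM (SD, n = 4 each), a log2 fold change of −0.79 (standard error 0.13, edgeR FDR = 0.00142). Among ATP synthase genes, 8 of 9 were lower, and ATPsyn-Cf6 on 3R fell from 217 ± 14.8 CPM to 147 ± 14.0 CPM (SD, n = 4 each; log2 fold change −0.56, standard error 0.08, edgeR FDR = 0.0009). In mitochondrial translation 12 of 15 genes were lower, and mRpL27 on 2L fell from 26.7 ± 1.96 CPM to 13.8 ± 1.84 CPM (SD, n = 4 each; log2 fold change −0.95, standard error 0.11, edgeR FDR = 0.00024). In complex I, 4 of 5 genes were lower, and CG8067 had a log2 fold change of −0.65 (edgeR FDR = 0.00463). In pyruvate metabolism, 3 of 4 genes were lower, and CG7430 had a log2 fold change of −0.49 (edgeR FDR = 0.000607). All 5 genes of the tRNA synthetase module were lower, CG4573 the most at −1.11 (edgeR FDR = 0.00543). CG8067 and CG4573 overlap exons of a gene on the opposite strand, and their values are uncertain. Each of these 2 had an FDR under 0.01 in 2 of the 8 fits that left out a library.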

Investigation of known physical interactions within this downregulated mitochondrial gene set identified connections including components of cytochrome c oxidase and ATP synthase complexes as well as mitochondrial translation (Fig. 4F). 

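Families outside the nuclear mitochondrial set were compared in the same way. The 11 tested protein genes of the mitochondrial genome had a mean log2 fold change of 0.02 (camera p = 0.967 in edgeR), with 9.64 ± 0.22 log2 CPM in wild type and 9.64 ± 0.30 in the libraries labelled Kdm5[140] (SD, n = 4 each; two-sided exact permutation test, p = 1). Leaving out single libraries moved that mean log2 fold change from −0.15 to 0.12. Cytosolic ribosomal protein genes had a mean of −0.14 over 86 genes, with 7 lower and 1 higher at an FDR under 0.01. Their default camera p in edgeR was 0.000126 (0.000202 adjusted over the 8 families), and 0.552 with the correlation estimated. Their mean log2 CPM was 10.38 ± 0.09 in wild type and 10.23 ± 0.12 in the libraries labelled Kdm5[140] (SD, n = 4 each), and the groups overlapped (two-sided exact permutation test, p = 0.0857). The difference between these families and the nuclear-encoded mitochondrial families was not tested. From the lower expression of mitochondrial genes, many of them bound in the TaDa data, the paper proposes that KDM5 maintains the expression of genes required for mitochondrial biology.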

Combined, these data suggest that KDM5 is needed to maintain the expression of genes essential to mitochondrial biology, which could contribute to its essential developmental activities.

The energetic demands of polyploid prothoracic gland cells may make this cell type particularly sensitive to perturbations in mitochondrial activity. In addition to generating key cellular metabolites, mitochondria in the prothoracic gland are important sites for Halloween gene (ecdysone biosynthetic enzymes) activity in processing stored lipid precursors for hormone production (Sandoval et al., 2014; Jacobs et al., 2020; Pan et al., 2020). To test whether the gene expression changes associated with mitochondrial function were linked to the lethality caused by loss of *Kdm5*, we sought genetic approaches to attenuate this deficit. Spargel (Srl) and Ets97D, homologous to mammalian PGC1α and GABPα/NRF-2, respectively, are transcriptional activators known to regulate the expression of mitochondrial biosynthesis genes (Tiefenbock et al., 2010; Tain et al., 2017; Sainz de la Maza et al., 2022). Previously published microarray experiments showed that Srl and/or Ets97D regulate many of the mitochondrial genes found to be downregulated in *Kdm5^140^* animals (Fig. 4F, highlighted in darker blue) (Tiefenbock et al., 2010). In light of these transcriptional data, we tested whether expression of Srl or Ets97D in the prothoracic gland could restore viability to *Kdm5^140^* animals. Whereas *spok*>*srl* failed to suppress *Kdm5^140^* lethality, expression of Ets97D did restore viability to produce morphologically normal adult flies (Fig. 5A-B″). KDM5-mediated activation of mitochondrial function genes in the prothoracic gland are therefore likely to be necessary for animal survival.

**Fig. 5.**
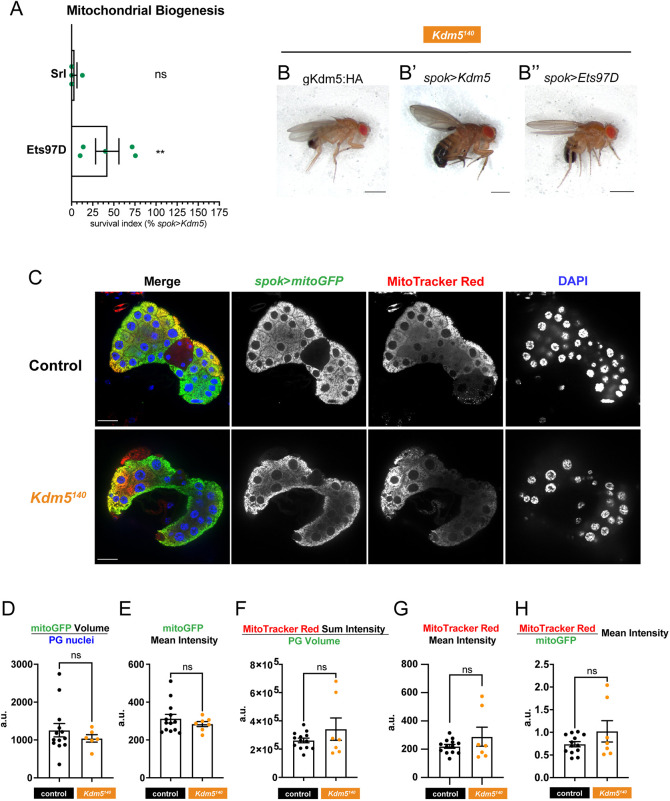
**KDM5 regulates mitochondrial dynamics in the prothoracic gland that are crucial for development.** (A) Quantification of survival index for expression of mitochondrial biogenesis factors in *Kdm5^140^* background relative to *spok*>*Kdm5*. *n*=922, 757, respectively. **P<0.01; ns, not significant (Fisher's exact test compared with ‘no UAS’ control). Error bars represent s.e.m. (B-B″) *Kdm5^140^* adult flies with lethality suppressed by genomic region *Kdm5:HA* transgene (B), *spok*>*Kdm5* (B′) or *spok*>*Ets97D* (B″). Scale bars: 750 μm. (C) Representative single *z*-slices of larval ring glands expressing *spok*>*mitoGFP* and stained with MitoTracker Red. Control genotype: *Kdm5^140^*/CyO-GFP. Scale bars: 20 μm. (D-H) Quantification of mitochondrial reporters across prothoracic gland samples. a.u., arbitrary units. *n*=13, 7, respectively. ns, not significant (Wilcoxon rank sum test). Error bars represent s.e.m. (D) Quantification of total mitoGFP signal volume per prothoracic gland (PG) nucleus. (E) Quantification of mean mitoGFP signal intensity. (F) Quantification of total MitoTracker Red signal sum intensity per gland volume. (G) Quantification of mean MitoTracker Red signal intensity. (H) Quantification of the ratio of mean intensity of MitoTracker Red over mitoGFP signal. Images are representative of 13 control and 7 *Kdm5^140^* samples.

To assess whether *Kdm5^140^* animals exhibited visible mitochondrial phenotypes, we expressed a UAS-*mitoGFP* reporter with *spok*-Gal4 to examine mitochondrial networks (Fig. 5C). Assaying overall mitochondrial mass by quantifying the mitoGFP signal volume and mean intensity per cell revealed no differences between *Kdm5^140^* and control animals (Fig. 5D,E). To assess mitochondrial energetics, we stained with MitoTracker Red, a reagent that is retained in the mitochondrial matrix of active mitochondria where the membrane is hyperpolarized (Wong et al., 2020). Similar to mitoGFP, the MitoTracker Red signal showed no significant changes in terms of sum intensity per prothoracic gland cell nor mean intensity in *Kdm5^140^* animals compared with controls (Fig. 5F,G). Furthermore, the ratio of MitoTracker Red/mitoGFP signal, an analysis of overall mitochondrial activity per mass, was not different between genotypes (Fig. 5H). Thus, there were no observable changes to mitochondrial abundance or energetics at a tissue-wide level.

Focusing our analysis to the cellular scale, we examined the morphology of the mitoGFP-marked mitochondrial networks, classifying them as tubular, intermediate and fragmented, similar to previous studies (Fig. 6A,A′) (Deng et al., 2015; Kashatus et al., 2015). Control animals displayed a majority of tubular cells with elongated and highly branched mitochondria (Fig. 6B). In contrast, *Kdm5^140^* prothoracic glands showed a significant decrease in the proportion of cells with tubular morphology, with these glands featuring more rounded and isolated mitochondrial populations of the intermediate and fragmented classifications. These results indicate that, although there are no changes to overall abundance, mitochondrial biology is disrupted at the organelle level in *Kdm5^140^* mutants. Similar analyses in larval fat body cells using *CG*-Gal4>*mitoGFP* revealed decreased elongation and increased fragmentation in mitochondria of *Kdm5^140^* animals (Fig. S3). Thus KDM5-mediated regulation of mitochondrial function is not limited to the prothoracic gland, although this role does appear to be particularly important in this cell type. The increase in fragmented mitochondria in *Kdm5^140^* could be due to defect(s) in a range of processes, including altered mitochondrial dynamics or altered functioning due to the stress response. Given that the mitochondrial biosynthesis regulator Ets97D can suppress *Kdm5^140^* lethality via *spok*>*Ets97D*, we examined the mitochondrial networks of these animals and observed suppression of the morphological changes to prothoracic gland cell mitochondria in *Kdm5^140^* (Fig. 6B). Taken together, our data show that KDM5 transcriptional regulation in prothoracic gland cells is needed for mitochondrial homeostasis, and defects in mitochondria and cellular respiration in the prothoracic gland are key contributors to the lethality caused by loss of KDM5 (Fig. 6C).

**Fig. 6.**
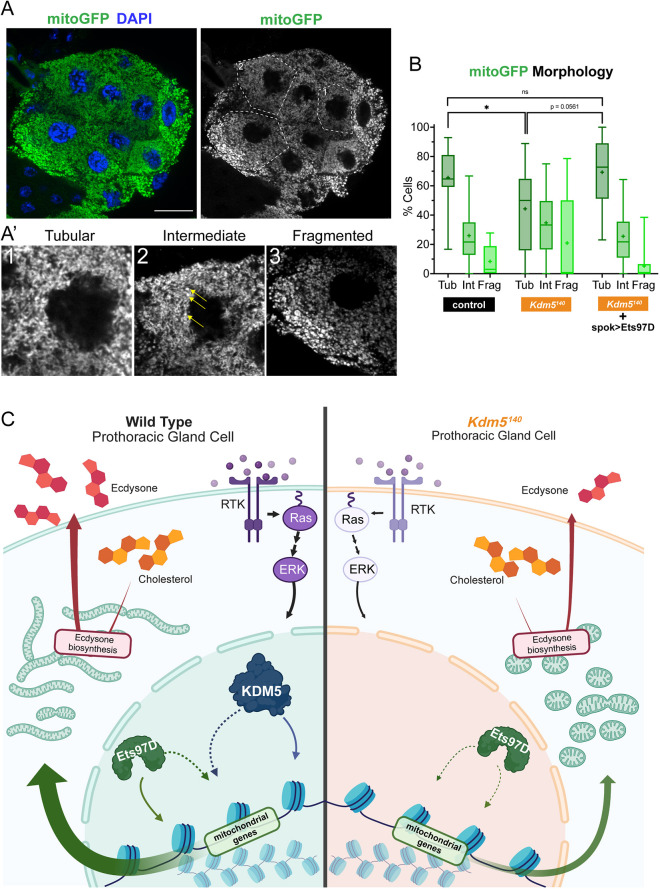
**Model for KDM5-mediated transcriptional regulation of mitochondrial biology in prothoracic gland cells.** (A,A′) Representative single *z*-slice of larval ring gland expressing *spok*>*mitoGFP*. Dashed lines delineate representative cells in A′. (A′) High-magnification images of representative cells of each morphological classification. Yellow arrows indicate fragmented mitochondria within an intermediate cell. Scale bar: 20 μm. (B) Quantification of mitoGFP morphological classifications normalized to total number of cells. *n*=17, 9, respectively. *P<0.05; ns, not significant (nonparametric unpaired *t*-test). Box limits represent 25th-75th percentiles, horizontal line median and whiskers minimum and maximum values. (C) In *Kdm5*^*140*^ mutants, prothoracic gland cells exhibit defects in MAPK signaling and mitochondrial gene expression and morphology, highlighting roles for KDM5 in regulating transcriptional programs that coordinate these processes crucial to ecdysone dynamics and proper development.

## DISCUSSION

In this study, we incorporated unbiased genome-wide data with targeted genetic and cellular analyses to expand our understanding of how KDM5-regulated transcriptional programs regulate crucial cellular processes during development. Although KDM5 is important across many cell types, we focused on the prothoracic gland, where KDM5 is important for survival (Drelon et al., 2019). This work has revealed important roles for KDM5 with respect to intracellular signaling and processes, notably MAPK pathway regulation and mitochondrial homeostasis. Consistent with our prior observation that loss of KDM5 resulted in reduced MAPK signaling (Drelon et al., 2019), prothoracic gland-specific expression of MAPK-activating RTKs or ERK suppressed *Kdm5^140^* lethality. Despite the energy-regulatory pathway of autophagy being one of the best characterized cellular processes downstream of signaling pathways in the prothoracic gland, enhancing or attenuating this process had no effect on the lethality of *Kdm5^140^*. Instead, our KDM5 genomic binding and gene expression analyses pointed to a vital role for KDM5 in the regulation of a range of metabolic processes needed for cellular homeostasis, particularly mitochondrial function. Confirming the importance of KDM5-regulated expression of genes that support mitochondrial activity, we observed morphological changes to these organelles. Moreover, these changes are likely to be important for the essential functions of KDM5, as prothoracic gland expression of the transcription factor Ets97D, a known regulator of genes needed for mitochondrial function, suppressed the morphological defects and lethality of *Kdm5^140^* animals.

Associations between KDM5 proteins and mitochondrial gene regulation have been previously found in adult flies as well as in cultured mammalian cells with KDM5A/RBP2 and KDM5C (Lopez-Bigas et al., 2008; Peng et al., 2009; Liu and Secombe, 2015; Varaljai et al., 2015; Kim et al., 2022; Liu et al., 2023). Muscle cells of hypomorphic *Kdm5* adult flies showed abnormal mitochondrial shape, altered expression of redox-related genes, and increased sensitivity to oxidative stress (Liu et al., 2014; Liu and Secombe, 2015). Interestingly, most of these changes to mitochondrial gene expression in adult flies do not overlap with those in the prothoracic gland, which were linked to respiratory chain complexes and translation. KDM5 is therefore likely to play different roles in distinct cell types. In human cells, the KDM5-mitochondria relationship has primarily been examined during differentiation. Although we observed KDM5 to be required for the activation of mitochondrial genes, in myogenic precursor and promonocytic cells, KDM5A represses mitochondrial genes (Varaljai et al., 2015; Lopez-Bigas et al., 2008). Consistent with the disparate changes to transcription, inhibition of human KDM5A led to more dense tubular mitochondrial networks, whereas we observed mitochondrial fragmentation in *Drosophila* prothoracic gland and fat body cells lacking all KDM5 function. In findings more similar to our data, *Kdm5c*-deficient mouse monocytes and osteoclasts have decreased mitochondrial gene expression resulting in decreased bioenergetic metabolism (Liu et al., 2023). Therefore, KDM5 proteins regulate the transcription of genes integral to mitochondrial function, but it is possible that whether this results in increased or decreased expression depends on the energy demands of a given cell type and/or the developmental cellular context. Indeed, it is notable that in muscle cell differentiation, KDM5A appears to function as part of an E2F/DP/pRb axis to regulate mitochondrial function in myogenic precursor cells, but we find that E2F1/DP does not suppress *Kdm5^140^* lethality (Varaljai et al., 2015). Integrating these studies across species, it is apparent that mitochondrial and other metabolic genes are conserved targets of KDM5-mediated transcriptional regulation, but specific mechanisms of KDM5-mediated regulation may be elicited by differing cellular conditions. Notably, prothoracic gland and fat body cells are terminally differentiated and polyploid, requiring different homeostatic dynamics than the differentiating precursor cells of the mammalian studies. This may lead to KDM5 interacting with distinct gene regulatory complexes, or possibly employing histone demethylase-dependent and -independent activities to alter transcription. Indeed, based on our observation that flies lacking KDM5-mediated histone demethylase activity are viable, the regulation of mitochondrial-related genes in the prothoracic gland is likely to be independent of its enzymatic function (Drelon et al., 2019).

The transcriptional regulators Ets97D and Srl are involved in the activation of many of the same genes required for mitochondrial function that are regulated by KDM5 (Tiefenbock et al., 2010). 

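Ets97D (FBgn0004510) lies on 3R of dm6, from 26910775 to 26912886. It had 14.2 ± 1.24 CPM in wild-type ring glands and 18.2 ± 1.55 CPM in the libraries labelled Kdm5[140] (SD, n = 4 each), without overlap. The log2 fold change was 0.36 (standard error 0.10, edgeR FDR = 0.0225) and did not pass 0.01. With each library left out in turn it stayed between 0.31 and 0.42. Exons of Ets97D overlap T48 on the opposite strand, so its value is uncertain. srl (3R, from 4422483 to 4429335) had 66.3 ± 4.72 CPM in wild type and 55.4 ± 3.72 CPM in the libraries labelled Kdm5[140] (SD, n = 4 each). Its log2 fold change of −0.26 (standard error 0.07, edgeR FDR = 0.0252) did not pass 0.01 either.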

Although transgenic expression of Ets97D can compensate for the loss of KDM5 in the prothoracic gland, it is not clear whether *Kdm5^140^* animals die as a result of reduced Ets97D activity, as its expression was not decreased in our RNA-seq data (Table S2). Additionally, *spok*>*srl* failed suppress *Kdm5^140^* lethality. These results may reflect differences in the function of these proteins or variation in regulation at the post-translational modification level. As both Ets97D and Srl are known to be regulated in this manner, *Kdm5^140^*-dependent changes in factors upstream of Ets97D and Srl-dependent transcription may be responsible for the phenotypes found in this study (Sunesen et al., 2003; Charlot et al., 2010; Tain et al., 2017; Luo et al., 2019).

The simplest synthesis of our *Kdm5^140^* experiments is that KDM5 is needed for proper activation of the MAPK pathway and that this alters the activation of genes related to mitochondrial function, possibly through Ets97D. The Ets family transcription factors are well-documented targets of MAPK signaling regulation, and current data for the mammalian GABPα, although mixed, suggests that this mechanisms could exist for Ets97D in flies (Foulds et al., 2004; Rosmarin et al., 2004; Selvaraj et al., 2015). Similar to Ets97D, our RNA-seq data did not reveal notable changes to components of MAPK signaling; thus, it remains unknown how KDM5 regulates this pathway. 

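Of 8 MAPK pathway genes, none had an edgeR FDR under 0.01 in ring glands. Their mean log2 fold change was 0.07, with a mean log2 CPM of 6.45 ± 0.08 in wild type and 6.52 ± 0.05 in the libraries labelled Kdm5[140] (SD, n = 4 each; two-sided exact permutation test, p = 0.2). The receptor tor rose from 176 ± 35.6 CPM to 253 ± 21.7 CPM (SD, n = 4 each), a log2 fold change of 0.53 (standard error 0.13, edgeR FDR = 0.0134). For tor, wild-type replicate 1 at 229 CPM lay far above the other wild-type libraries, which had 151 to 162 CPM. Without that library the log2 fold change of tor was 0.68. Among the fits that left out a library, tor and rl each had an FDR under 0.01 in 1 of 8. The other MAPK genes passed in none of these fits. Dsor1 fell from 55.5 ± 1.98 CPM to 47.2 ± 1.51 CPM (SD, n = 4 each), a log2 fold change of −0.23 (standard error 0.06, edgeR FDR = 0.0115). The DESeq2 Wald test placed both past the threshold, with an FDR of 0.00067 for tor and 0.00413 for Dsor1. In neither gene did the groups overlap. The log2 fold change was 0.32 for rl (edgeR FDR = 0.0458), −0.19 for Alk, 0.12 for Pvr, −0.10 for Ras85D, 0.08 for Egfr and 0.01 for phl.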

The MAPK cascade inputs into many processes across the cell, impacting metabolism through a variety of levels of regulation. Although the relationships between MAPK and metabolic processes such as autophagy and glycolysis are more established, direct connections between MAPK signals and mitochondrial biology have been documented (Galli et al., 2009; Haq et al., 2013; Javadov et al., 2014; Kashatus et al., 2015). In fact, most of the existing links between MAPK and mitochondria have been identified in the context of cancer cells and RASopathy developmental disorders. Mitochondrial dynamics can be altered in various cancers, and some studies have looked at mitochondria as a potential target to antagonize MAPK-driven tumors (Serasinghe et al., 2015; Corazao-Rozas et al., 2016; Marchetti et al., 2018; Ferraz et al., 2020). Furthermore, RASopathies, a collection of rare diseases driven by germline MAPK mutations, exhibit forms of mitochondrial dysfunction that contribute to bioenergetic defects (Dard et al., 2018; Kontaridis and Chennappan, 2022). In both cancer and neurodevelopmental disorders, KDM5 proteins may be involved in the regulation of this axis of MAPK-mediated metabolic changes. The potential role for KDM5 with both MAPK signaling and mitochondrial regulation indicates that KDM5 could be considered as a target when treating these disorders.

One outstanding question from these studies is how KDM5-regulated transcriptional programs within the prothoracic gland mediate survival at an organismal level. Anoar et al. (2021) hypothesize that neurons are particularly susceptible to mitochondrial defects because of high energetic demands and because, as long-lived post-mitotic cells, they cannot dilute out defective organelles by cell division (Anoar et al., 2021). Similarly, prothoracic gland cells exit the cell cycle at the embryonic stage and must survive as large, polyploid cells with bioenergetic requirements into the pupal stages to coordinate *Drosophila* developmental programs. KDM5-mediated mitochondrial regulation may be a key facet in the life cycle of the prothoracic gland cells in maintaining the metabolic homeostasis needed to regulate the production of the ecdysone hormone. Although *Kdm5^140^* mutants show lower levels of ecdysone that delay development, they still undergo metamorphosis to form adult structures and therefore must have sufficient ecdysone to facilitate this, whether that is through prothoracic gland function and/or other mechanisms, such as recycling stored ecdysone (Drelon et al., 2019; Scanlan et al., 2023). Although *Kdm5^140^* animals can stimulate gross adult structure formation, some of the finer details of the underlying tissue, particularly synapse formation between neurons in the brain and into peripheral tissues, may depend on the quantity of ecdysone hormone and the specific timing of ecdysone pulses. During metamorphosis, the neuronal networks across the animal undergo significant growth, pruning and synapse formation for innervation across the newly formed adult body (Truman and Riddiford, 2023). This neuronal patterning is coordinated in part by ecdysone-responsive transcriptional elements, and likely hinges on proper timing for synaptic inputs and outputs to meet appropriately (Oliveira and Homem, 2023). Overcoming the *Kdm5*-dependent defects by transgene-mediated modulation of mitochondrial dynamics may restore prothoracic gland cell homeostasis and function sufficiently for the ecdysone production and release program to successfully guide this neuronal remodeling that needs to occur in pupae. Future studies analyzing the relationship between KDM5-regulated mechanisms, ecdysone temporal dynamics, and mitochondrial homeostasis in the prothoracic gland will be key in defining these essential developmental programs.

## MATERIALS AND METHODS

### Key resources

See Table S4 for a list of key resources.

### Fly husbandry

All flies were kept at 25°C on standard food at 50% humidity and a 12 h light/dark cycle unless otherwise stated. Food (per liter) contained 18 g yeast, 22 g molasses, 80 g malt extract, 9 g agar, 65 g cornmeal, 2.3 g methyl para-benzoic acid and 6.35 ml propionic acid. For studies comparing wild-type and *Kdm5^140^* mutant larvae, animals were matched for developmental stage, not chronological age, as we have done previously (Drelon et al., 2018, 2019; Belalcazar et al., 2021; Hatch et al., 2021). Thus, at 25°C, control wandering 3rd instar larvae were collected ∼120 h AEL, and *Kdm5^140^* larvae at the same stage were collected ∼168 h AEL. For all analyses, we used equal numbers of male and female animals and pooled data given that we did not observe any sex-specific effects. In all experiments testing suppression of *Kdm5^140^* lethality, vials resulting in *n*<12 or *n*>80 total eclosed adult flies were excluded from final analyses. This vial density was experimentally determined to be optimal for potential survival of *Kdm5^140^* animals as under- or overcrowding outside this density introduced additional variables, including inconsistent food conditions and larval competition with control CyO-GFP (heterozygous) animals.

### Fly strains and genetics

A detailed list of the genotypes of the flies used in each figure is given in Table S5.

The *Kdm5^140^* mutant allele, *Kdm5:3xHA*, *UASp-Kdm5:HA*, *UAS-LT3-dam:Kdm5*, and genomic region *Kdm5:HA* transgenes have previously been described (Drelon et al., 2018; Hatch et al., 2021; Navarro-Costa et al., 2016). The *spok*-Gal4, UAS-*torso*, UAS-*Alk* and UAS-*Alk^CA^* lines were kindly shared by Michael O'Connor (University of Minnesota, MN, USA). The UAS-*srl* line was kindly shared by Grace Zhai (University of Miami, FL, USA) with permission from Christian Frei (University of Zurich, Switzerland). The UAS-*Ets97D* line was kindly shared by Martine Simonelig (Institut de Genetique Humaine, France) with permission from Christian Frei. The UAS-*LT3-dam* line was kindly shared by Andrea Brand (The Gurdon Institute, University of Cambridge, UK). All other strains were obtained from the Bloomington *Drosophila* Stock Center (see Table S4).

### Immunohistochemistry

Wandering 3rd instar larval brain-ring gland complexes were dissected in ice cold 1× PBS and fixed in 4% paraformaldehyde (PFA) in PBS at room temperature for 20 min. Samples were washed three times in 1× PBST (PBS+0.1% Triton X-100) for 10 min each. Brain-ring gland complexes were transferred to 0.5 μl tubes for blocking in 1× PBST+5% normal donkey serum (NDS) for 30 min, followed by primary antibody incubation overnight while rotating at 4°C. After three 15 min washes in 1× PBST, samples were incubated in secondary antibodies at room temperature rotating for 2 h. Samples were then washed three times in 1× PBST and ring glands were dissected from brain tissue in ice-cold 1× PBS. Finally, ring glands were mounted with Fluoromount-G DAPI (Southern Biotech), and slides were stored at 4°C for imaging within 1-3 days.

A similar protocol was followed for mitochondrial immunostaining with the following exceptions. Larval brain-ring gland complexes were dissected in ice cold 1× Schneider's Medium (Gibco, Thermo Fisher Scientific), and then incubated in 500 nM MitoTracker Red CMXRos (Invitrogen, diluted in 1× Schneider's Medium) for 30 min protected from light. After two washes in 1× PBS, samples were fixed in 4% PFA in PBS. Additionally, after secondary antibody incubation, samples were washed five times in 1× PBST prior to mounting. For larval fat body, the same dissection protocol was followed with wandering 3rd instar larvae, except the samples were fixed, washed, and immediately mounted.

The following primary antibodies were used: mouse anti-HA (1:100; 2367, Cell Signaling Technology) and rabbit anti-GFP (1:100; A11122, Invitrogen). Primary antibodies were prepared in 5% NDS in PBST. The following secondary antibodies were used: goat anti-mouse Alexa Fluor 568 (1:500; A11004, Thermo Fisher Scientific) and goat anti-rabbit Alexa Fluor 488 (1:500; A11034, Thermo Fisher Scientific). Secondary antibodies were prepared in 5% NDS in PBST.

### Image acquisition and processing

Schematic images of prothoracic gland signaling pathways, pupal brain, and the model of KDM5 function in the prothoracic gland were created with BioRender.com. All dissected tissue images were taken on a Nikon CSU-W1 Spinning Disk confocal microscope using a 100× immersion lens (NA=1.45 oil) and 0.2 μm *z*-step size. Adult fly images were obtained using a stereomicroscope Carl Zeiss Stereo Discovery V12 with 12.5× magnification and captured using AxioVision Release 4.8 software. All images were processed with ImageJ. All Venn diagrams were generated using the R package BioVenn (v1.1.3) (Hulsen et al., 2008). Figures were composed using Adobe Illustrator.

### *Kdm5^140^* lethality suppression experiments

To identify signaling pathway components that suppressed *Kdm5^140^* lethality, *Kdm5^140^*/CyO-GFP;*spok*-Gal4 flies were crossed with *Kdm5^140^* flies carrying a UAS transgene and allowed to lay eggs for 48 h at 25°C. Animals were kept at 25°C, and all eclosed adults were scored. Using Mendelian ratios, we estimated the number of *Kdm5^140^* animals expected in each cross based on the total internal control (CyO-GFP) adults eclosed as done previously (Drelon et al., 2019). The survival index was calculated as a percentage of the total viable (lethality-suppressed) *Kdm5^140^* adults eclosed over the estimated number of *Kdm5^140^* animals in the cross. Graphed survival index data points represent biological replicate crosses normalized to the positive control *spok*>*Kdm5* rescue.

### Western blotting

For each sample, three male and three female adult heads (age 1-3 days) were homogenized in PBS, denatured in 1× loading buffer (3× Laemmli sample buffer containing 187.5 mM Tris, 6% SDS, 30% glycerol, 0.03% Bromophenol Blue and 10% β-mercaptoethanol) at 95°C for 5 min, run on a 6% 1.5 mm gel, and transferred to a PVDF membrane. The following primary antibodies were used: mouse anti-HA (1:2000; 2367, Cell Signaling Technology) and mouse anti-αTubulin (1:10,000; 12G10, Developmental Studies Hybridoma Bank). Secondary antibody used was rabbit anti-mouse (1:1000; 65-6520, Invitrogen). Blots were scanned and processed using a Kwik Quant Imager (Kindle Biosciences) scanner.

### KDM5 temporal experiments

To identify the developmental windows requiring *Kdm5* expression, *Kdm5^140^*,*Ubi*-Gal4/CyO-GFP flies were crossed with tub-Gal80^ts^,*Kdm5^140^*/CyO-GFP;UAS*-Kdm5:HA* flies and allowed to lay eggs for ∼12 h at either 18°C or 29°C. Animals raised at 18°C were transferred to 29°C to induce the expression of the *Kdm5* transgene, and all eclosed adult flies were scored. Conversely, animals raised at 29°C were transferred to 18°C to repress the expression of the *Kdm5* transgene, and adults were scored in the same way. For 18°C to 29°C shifts, days 1-15 were tested with *n*>100 flies eclosed for each day of shift. For 29°C to 18°C shifts, days 1-12 were tested in the same manner. The survival indices for these crosses were calculated in the same method as the *Kdm5^140^* lethality suppression experiments. Graphed survival index data points represent vial replicates normalized to the positive control *Ubi*>*Kdm5* at constant 29°C rescue.

### Targeted DamID and analyses

To profile the genomic regions bound by KDM5 in prothoracic gland cells, tub-Gal80^ts^;*spok*-Gal4 flies were crossed with flies carrying *UAS-LT3-dam* or *UAS-LT3-dam:Kdm5* and allowed to lay eggs for 24 h at 18°C. Animals were kept at 18°C for 5 days then transferred to 29°C for 2 days to induce the expression of the transgenes. Wandering 3rd instar larvae were collected, flash-frozen on dry ice, and stored at −80°C.

Tissue processing was performed as previously described with the following modifications (Marshall et al., 2016). TaDa was performed in quadruplicate with replicates of 100 larvae that were homogenized and digested in Proteinase K in samples of 50 larvae then pooled into replicates of 100 larvae prior to DNA extraction. Larvae were homogenized in 75 μl UltraPure Distilled Water and 20 μl 500 mM EDTA then digested with Proteinase K for 1.5 h. DNA extraction was performed using the Zymo Quick-DNA Miniprep Plus Kit. DpnI digestion, PCR adaptor ligation, DpnII digestion, and PCR amplification were performed as described. DNA was sonicated using a Diagenode Bioruptor Pico for 6 cycles (30 s on/90 s off at 4°C), and DNA fragments were analyzed using an Agilent Bioanalyzer to confirm ∼300 bp fragment size. DamID adaptor removal and DNA cleanup were performed as previously described, and samples were submitted to BGI Genomics for library construction and sequencing.

Libraries were prepared at BGI Genomics following a ChIP-seq workflow. DNA fragments were first end-repaired and dA-tailed using End Repair and A-Tailing (ERAT) enzyme. Adaptors were then ligated for sequencing and ligated DNA purified using AMPure beads. DNA was then PCR amplified with BGI primers (see Table S4) for eight cycles and PCR purified with AMPure beads. DNA was then homogenized, circularized, digested, and again purified. DNA was then prepared into proprietary DNA nanoballs (DNB™) for sequencing on a DNBSEQ-G400 platform with 50 bp single-end read length and 20 M clean reads passing filter.

For targeted DamID analyses, sequencing data were aligned to the Dm6 *D. melanogaster* genome and processed using damidseq_pipeline as previously described (Marshall and Brand, 2015, 2017; Marshall et al., 2016a). After converting to bedgraphs via damidseq_pipeline, peaks were called using find_peaks (using the parameters fdr=0.01, min_quant=.9) on the averaged replicates, and genes overlapping peaks identified using peaks2genes (Marshall et al., 2016; https://github.com/owenjm/find_peaks).

For genome localization analyses, the R package ChIPseeker (v1.34.1) was used with the average KDM5 binding BED file to generate profiles (Wang et al., 2022). GO enrichment analysis of KDM5-bound genes (FDR<0.01) utilized GO DAVID database (v2021), specifically annotation GOTERM_BP_DIRECT (Sherman et al., 2022). Genome browser image was generated using pyGenomeTracks (v3.8) utilizing BedGraph or bigWig files from: adult fly KDM5 ChIP-seq (SRX1084165) and larval neuronal precursor KDM5 TaDa (GSE166116) (Lopez-Delisle et al., 2020).

### RNA-seq

RNA-seq was carried out on pooled ring glands dissected from control (*w^1118^*) and *Kdm5^140^* wandering 3rd instar larvae. Ring glands were dissected and washed three times in ice-cold 1× PBS, transferred to TRIzol, flash-frozen on dry ice, and stored at −80°C. Eighty dissected ring glands were pooled to form each of the four replicates. Total RNA was isolated with TRIzol and Phasemaker tubes (Invitrogen), and quality was assessed by Agilent Bioanalyzer before sending to Novogene for library construction and sequencing. mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. After mRNA fragmentation, first-strand cDNA and second-strand cDNA were synthesized, and cDNA fragments were purified with AMPure XP system to select for suitable sizes for PCR amplification. Library quality was assessed on the Agilent Bioanalyzer 2100 system. Libraries were sequenced on the Ilumina NovaSeq PE150 platform (2×150 bp cycles). Alignment of raw reads to the reference genome (dm6) was performed using HISAT2 (v2.0.5) for mapping, assembly via StringTie (v1.3.3b), quantification via featureCounts (v1.5.0-p3), normalized, and differential expression was determined with the DESeq2 package (1.20.0) (Pertea et al., 2016; Love et al., 2014; Liao et al., 2013).

GO enrichment analysis of protein-coding genes found to be dysregulated in *Kdm5^140^* RNA-seq data (1% FDR cutoff) was carried out using GO DAVID annotation GOTERM_BP_DIRECT (Sherman et al., 2022). The heatmap was generated using the R package pheatmap (v1.0.12) (https://CRAN.R-project.org/package=pheatmap). Physical interaction networks were determined using String and visualized using Cytoscape (v3.9.1) (Shannon et al., 2003). Single nodes without physical connection edges were excluded from the interaction network image, and Srl/Et97D regulation was identified in microarray data from Tiefenbock et al. (2010).

### Quantification and statistical analyses

All experiments were carried out in biological triplicate (minimum) and numbers (*n*) are provided for each experiment in the figure legends.

For *Kdm5^140^* lethality suppression experiments, a Fisher's exact test was performed in R Studio (v2023.03.0) comparing the survival index of each genotype with the ‘no UAS’ control genotype as done previously (Drelon et al., 2019; http://www.rstudio.com/) (****P<0.0001, ***P<0.001, **P<0.01, *P<0.05; ns, not significant). For KDM5 binding Venn diagram overlap, a Fisher's exact test was performed in R Studio.

For prothoracic gland mitoGFP and MitoTracker Red fluorescent images, the control genotype used was *Kdm5^140^*/CyO-GFP heterozygous animals that developed from the same cross alongside the *Kdm5^140^* homozygous animals because we have not seen the same developmental and lethality phenotypes from these animals (Drelon et al., 2019). Volocity software was used to quantify the intensity and three-dimensional volume of the fluorescent signal in each channel. Unpaired, two-tailed Student's *t*-test comparing control and *Kdm5^140^* genotypes was performed in GraphPad Prism (v9.5.1). mitoGFP morphological quantifications were performed as follows. For all analyses, the operator was unaware of the genotype for each image. Images were analyzed at two *z*-slice locations positioned 33% and 66% through the full *z*-plane of the sample. At each *z*-slice, all cells with nuclei clearly visible by DAPI signal at that *z*-position were identified and classified for mitochondrial morphology of tubular, intermediate or fragmented by scrolling through the *z*-slices occupied by each identified cell. Tubular morphology consisted of zero visible fragmented round mitochondria, intermediate morphology consisted of primarily tubular morphology with >1 visible fragmented mitochondria, and fragmented morphology consisted primarily of fragmented mitochondria. The proportion of cells with each morphological classification was calculated per sample (individual prothoracic gland), and a parametric unpaired *t*-test was performed in GraphPad Prism comparing each morphological classification between control and *Kdm5^140^* animals.

A similar protocol was followed for fat body mitoGFP fluorescent images with the following exceptions. In all images, all clearly visible nuclei and/or cell borders were identified, and any images not meeting these criteria for distinguishing cells were excluded. The area directly surrounding the nucleus of each fat body cell was classified with either elongated or fragmented mitochondrial morphology. The tubular and intermediate classifications were combined into an elongated classification because of the wide variation of elongated mitochondria from shorter, rod-like shapes to longer tubules, but with few clear tubular networks visible around the high concentration of lipid droplets.

## Supplementary Material

Click here for additional data file.

10.1242/develop.202024_sup1 Supplementary information Click here for additional data file.

Table S1. TaDa-identified KDM5 target genes. Click here for additional data file.

Table S2. RNA-seq from kdm5[140] ring glands. Click here for additional data file.

Table S3. full list of genes identified by GO DAVID Gene Ontology. Click here for additional data file.

Table S4. Key resources Click here for additional data file.

Table S5. Fly genotypes Click here for additional data file.

# Supplementary material for: KDM5-mediated activation of genes required for mitochondrial biology is necessary for viability in Drosophila
**Source:** Development. 2023 Nov 6;150(21):dev202024. doi: 10.1242/dev.202024
**Supplement:** Supplementary information

A

*kdm5<sup>140</sup>*  
*spok>Egfr<sup>CA</sup>*

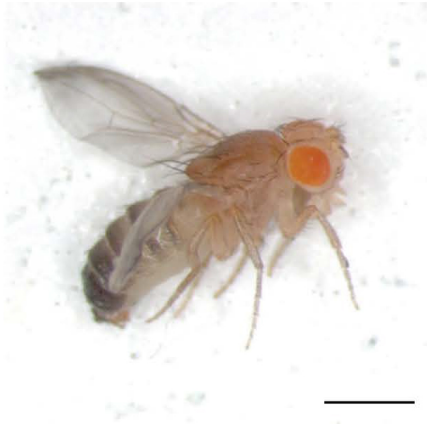

A'

*kdm5<sup>140</sup>*  
*spok>Ras<sup>V12</sup>*

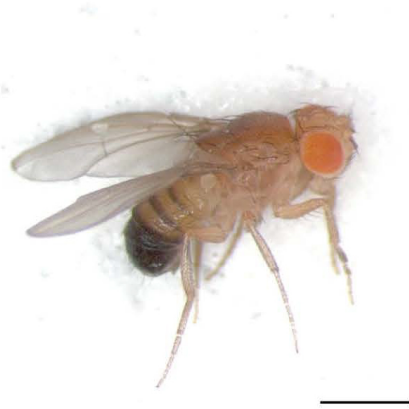

A''

*kdm5<sup>140</sup>*  
*spok>erk<sup>CA</sup>*

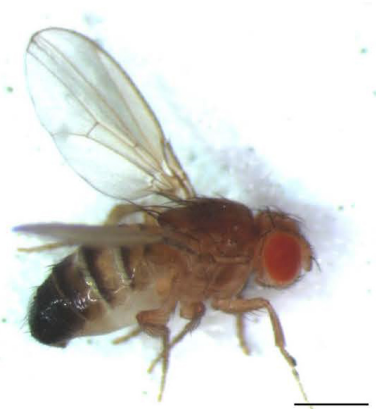

**Fig. S1. *kdm5<sup>140</sup>* adults with lethality suppressed by MAPK components.**

(A-A'') Representative images of *kdm5<sup>140</sup>* adult flies with lethality suppressed by *spok>Egfr<sup>CA</sup>* (A), *spok>Ras<sup>V12</sup>* (A'), or *spok>erk<sup>CA</sup>* (A''). Scale bars: 750  $\mu$ m.

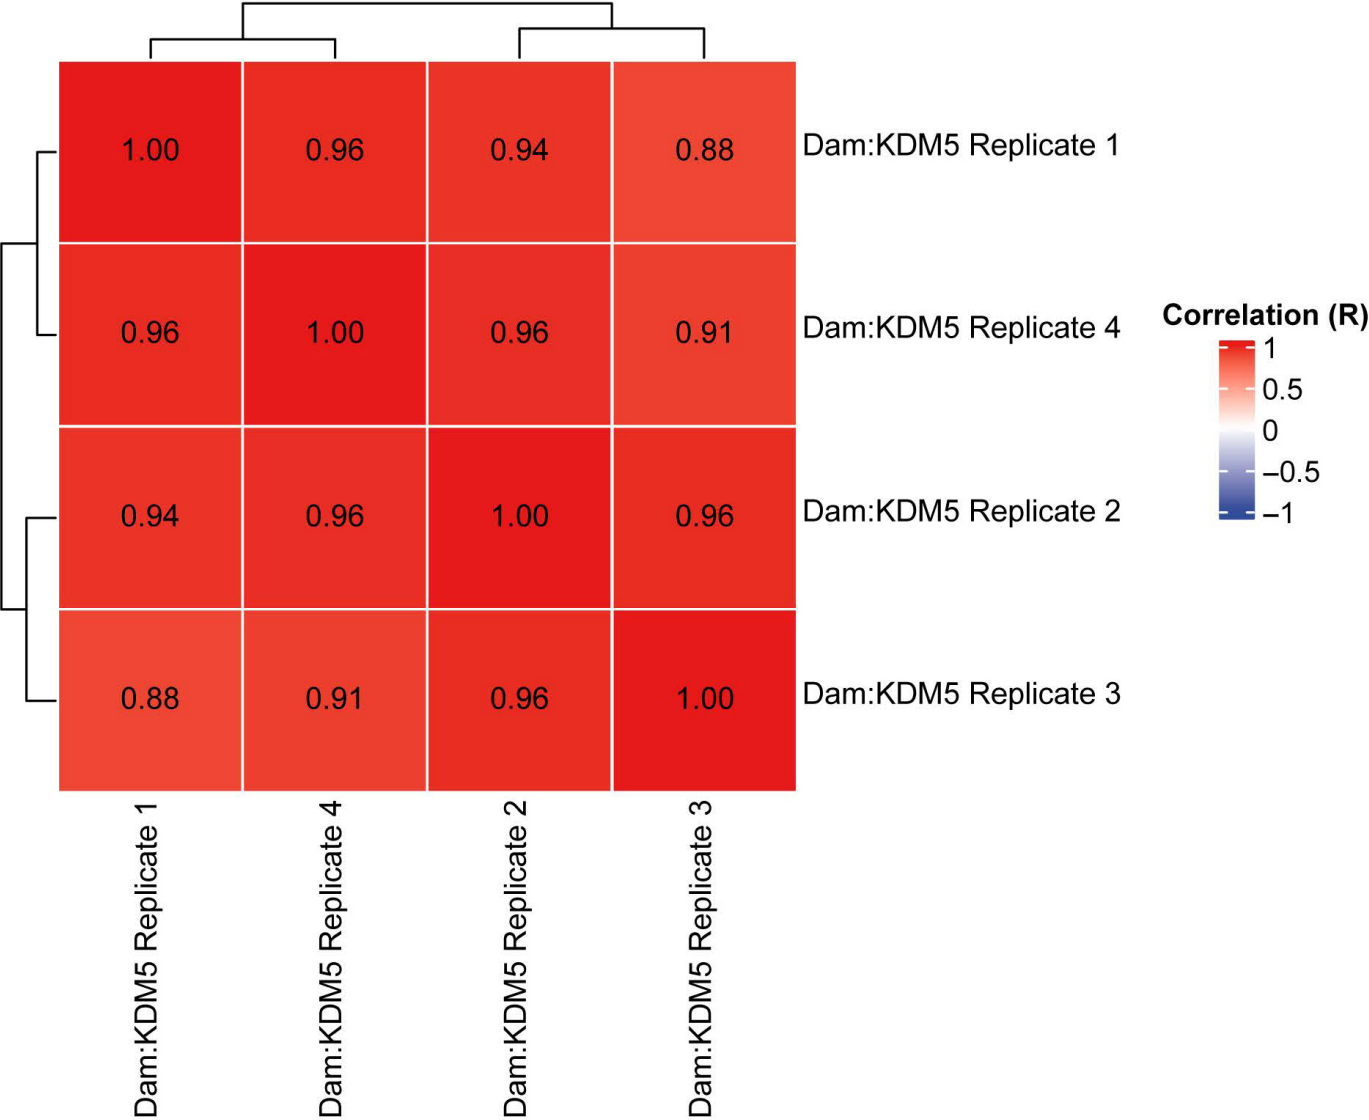

**Fig. S2. Targeted DamID replicate correlations.**  
Plot showing correlation across binding profiles of Dam:KDM5 TaDa replicates.

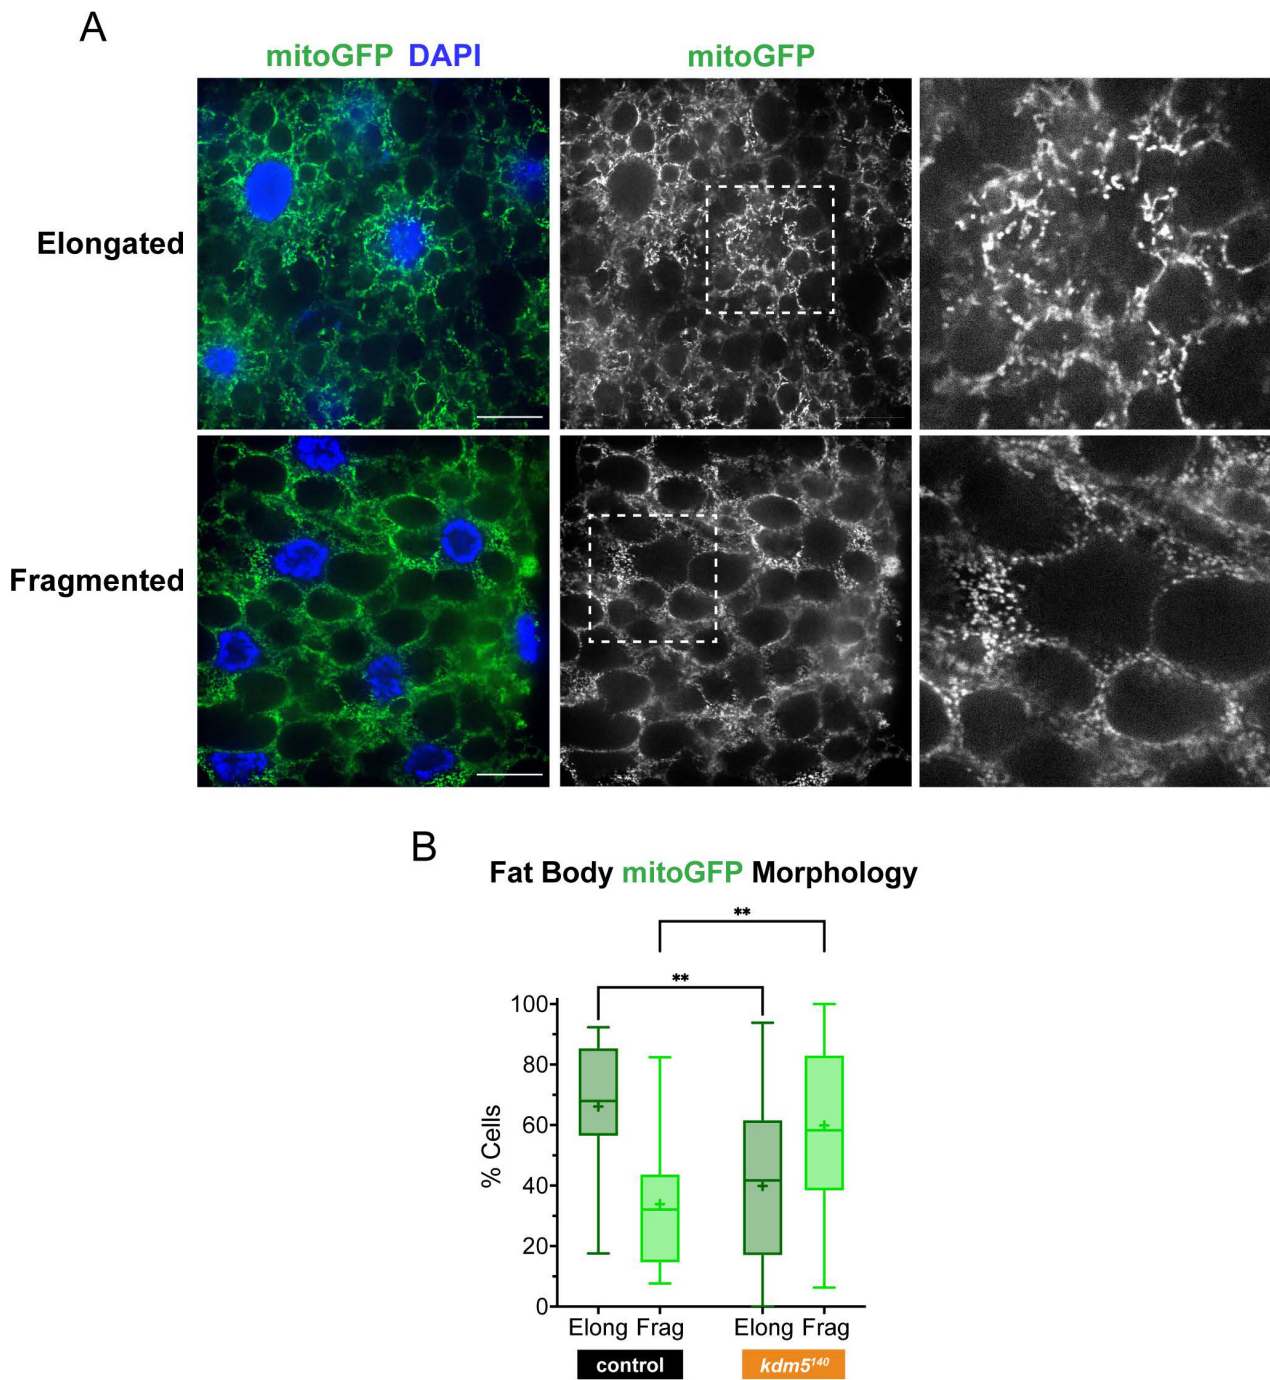

**Fig. S3. KDM5 affects mitochondrial morphology in the fat body.**

- (A) Single Z slices of larval fat body cells expressing *CG>mitoGFP* with elongated and fragmented morphologies, respectively. Zoomed images highlight representative single cells. Scale bars: 20  $\mu$ m.
- (B) Quantification of mitoGFP morphological classifications normalized to number of cells. Control genotype: *kdm5<sup>140</sup>/CyO-GFP*. n= 14, 15, respectively. \*\*p<0.01 (nonparametric unpaired t test). Error bars: mean + s.e.m.

**Table S1.** TaDa-identified KDM5 target genes.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202024#supplementary-data>

**Table S2.** RNA-seq from kdm5[140] ring glands.

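Table S2 and the authors' deposited table give, for each gene, a log2 fold change and an adjusted p of Kdm5[140] against wild type from DESeq2. Positive values are higher in the libraries labelled Kdm5[140]. The authors' deposited table holds 2424 calls at an adjusted p under 0.01. All 2424 were also called when the DESeq2 Wald test was run on the deposited counts, which called 2427. The edgeR test called 1632 of them. Of the others, 101 lay outside its filter on low counts and 691 were tested and had the same direction. The log2 fold changes of 12 genes named in the text that are in the part of Table S2 used here differed from the edgeR values by at most 0.003. For lid the authors' deposited table gives 0.34, with an adjusted p of 2.94e-05.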

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202024#supplementary-data>

**Table S3.** full list of genes identified by GO DAVID Gene Ontology.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202024#supplementary-data>

**Table S4. Key resources**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202024#supplementary-data>

**Table S5. Fly genotypes**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202024#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

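Bulk mRNA-seq of dissected ring glands was analysed from 4 wild-type and 4 Kdm5[140] libraries, each from 80 ring glands. The authors aligned the reads to dm6 with HISAT2, counted them on genes with featureCounts and deposited the whole-number counts per gene without normalization. The authors' deposited table also holds FPKM values and the authors' own log2 fold changes, p-values and adjusted p-values from DESeq2. The authors also deposited a mean signal per genotype, the counts divided by DESeq2 size factors and averaged over its 4 libraries, from which nothing is printed here. The FPKM values were used only to look at library sizes. The log2 values and p-values of the authors were printed only beside values computed from the counts. Every value column of the table was matched to a library by its name. Table S1, with a binding score for each gene from targeted DamID, was used in part, over 1994 genes, and the 3824 others it lists were not used here.

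Counts ranged from 17131110 to 19494692 per library. No 2 libraries of a genotype differed by as little as sampling noise, with a chi-square per degree of freedom from 11.19 to 62.25. Genes at or under a floor of 3 counts in every library of a genotype were given folds as lower bounds. Intervals and floors cover counting error only, because reads were not marked by molecule.

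Counts were compared with edgeR 4.0.16 (TMM normalization, filterByExpr, robust quasi-likelihood test) in R 4.3.3, with Benjamini-Hochberg adjustment and the paper's FDR threshold of 0.01. Gene families were compared with camera at an inter-gene correlation of 0.01, and their mean log2 CPM with a two-sided exact permutation test over the 70 arrangements of 4 against 4. DESeq2 1.42.0 and limma 3.58.1 (voom) gave alternatives. Binding and chromosome shares were compared with Fisher's exact test, and fold changes of bound and unbound genes with 100000 permutations. The standard error of an edgeR log2 fold change was derived from its F statistic. On simulated counts with known changes, edgeR recovered 54.1% of 196 tested changed genes and 69.7% of the 132 changed at least 2-fold, with 1 false call among 8941 unchanged genes. DESeq2 recovered 68% of 200 changed genes with 10 false calls among 9048. The simulation changed a smaller share of genes than was called in the data, and no library was made to lie far from the others. Its rates therefore need not hold for these data. Python 3.11.15, scipy 1.17.1 and pandas 2.3.3 were used for the rest.

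The genes named were fixed by a rule: lid, Ets97D and srl, the genes of Fig. 4F, the ecdysone biosynthesis and MAPK genes, cell-type markers, and the 5 largest rises and 5 largest falls among genes with an FDR under 0.01, a mean of at least 1 CPM in the higher group and no overlap between groups. Tests, named genes and alternatives were set before the data were examined, but with the opening part of Table S2 (including the fold changes of lid, spok, sad and phm), all terms of Table S3 and Fig. 4 already read. The following were chosen after the data were seen: the threshold of 0.05 for set and share tests, for which none had been set, the comparison of binding within 3 bins of expression, the count of the 20 largest changes, the genes at or under the floor in one genotype, the summaries of Table S3 terms, the matched gene lists by the median, the comparison of chromosome 2 with 3 alone, the genes singled out within Fig. 4F, the division of splits of the libraries by how they mix the genotypes, and the DESeq2 fit that keeps the genes its filtering leaves out. At a threshold of 0.01 in place of 0.05, 3 of 214 verdicts on set and share tests changed, all on the KDM5-bound share.

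Alternatives were other tests, normalizations and filters, protein-coding genes only, a gene length offset, the replicate number as a block, other thresholds, and each library left out in turn. The pairing of libraries comes from the replicate numbers in the sample labels, and the pools of each number hold different animals. Gene symbols and positions come from the deposited table, of whose 17558 genes 17252 matched the reference annotation and 98.2% of those had the same coordinates. Offsets for GC content were not run. TaDa reads and other experiments of the paper were not analysed here.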

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

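The tests in this part were chosen after the results were seen, and no batch is given for the libraries.

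Library measures, gene families, marker sets and named genes were examined for a library far from the other 3 of its genotype. Such a library was found in 9 of 108 groups, where chance gives about 1 in 20. Wild-type replicate 1 accounted for 4 of the 9. It had 228.6 CPM of tor against 151.2 to 161.5 in the other wild-type libraries, 80.36 CPM of rl against 59.76 to 63.1, 13810 CPM of sad against 12810 to 12850, and 29.73 CPM of CG9458 against 78.17 to 87.98. Kdm5[140] replicate 3 accounted for another 4, with 7897 CPM of spok against 5890 to 6087, 12360 CPM of sad against 9475 to 9870, 0.423 CPM of CG6012 against 0 to 0.0511, and a mean log2 level of neuronal markers of 4.868 against 5.554 to 5.65. Wild-type replicate 2 had 7.448 CPM of CG4573 against 6.234 to 6.418.

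Total counts, the share of mitochondrial-genome counts and the share of the 20 most counted genes showed no library far from the others. Over all genes, however, both libraries differed more from the rest of their genotype. The chi-square per degree of freedom was from 42.99 to 62.25 for pairs with wild-type replicate 1 and from 11.19 to 22.38 for the other wild-type pairs. It was from 25.22 to 48.31 for pairs with Kdm5[140] replicate 3 and from 20.99 to 24.15 for the other Kdm5[140] pairs. Without wild-type replicate 1 the number of differentially expressed genes was 1827, and without Kdm5[140] replicate 3 it was 1524. The low neuronal markers in Kdm5[140] replicate 3 suggest less adhering nervous tissue as a candidate source. Over all libraries the difference in the neuronal marker mean was not significant (two-sided exact permutation test, p = 0.0857), although the other 3 Kdm5[140] libraries lay above every wild-type library. No biological explanation was tested for single libraries.

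lid was higher in the libraries labelled Kdm5[140], with a log2 fold change of 0.346, which the paper does not discuss. Other scalings left it nearly unmoved, with 0.347 for DESeq2 size factors and 0.348 for the upper quartile. The gene length offset lowered it to 0.23, still positive but no longer under 0.01 (edgeR FDR = 0.0549), so an effect tied to gene length may account for part of the rise. The number of libraries whose lid value lay within the range of the other label was 0. That count cannot decide whether labels were exchanged between whole groups, because the labels were not checked against any other marker of genotype. Feedback on the transcript, a transcript that remains without its product, and exchanged labels therefore cannot be told apart here, and age differs along with genotype.

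There were 42 genes with a mean of at least 1 CPM in one genotype and at most 3 counts in each library of the other, 13 in wild type and 29 in the libraries labelled Kdm5[140]. Beyond those named above, they include CR44992 (at least 88.2-fold lower, edgeR FDR = 5.5e-06), chosen after its values were seen. Not all of them passed the threshold, as Cyp4e3, with from 13 to 1802 counts in the libraries labelled Kdm5[140], had an edgeR FDR of 0.0252. A haplotype carried on the mutant chromosome 2 would place them there, but 14 lay on chromosome 2 and 26 on X, 3 and 4, an odds ratio of 0.883 (Fisher's exact test, p = 0.747). Differences between strain backgrounds on other chromosomes, and the age of the larvae, may also give such genes and were not tested. fdy, on the Y chromosome, had from 34 to 130 counts in the libraries labelled Kdm5[140] and at most 2 in a wild-type library. The marker mean of roX1 and roX2, transcribed in males, did not differ significantly (exact permutation test, p = 0.257). The log2 fold change was 0.61 for roX1 (edgeR FDR = 0.0815) and 0.03 for roX2, so a different share of males was not ruled out.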

How the results depend on the processing

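The number of differentially expressed genes, 1633, stayed within 1.5-fold (1543 to 2427) under the other tests, normalizations and filters, the block, protein-coding genes only and the gene length offset. Exceptions were the thresholds. At an FDR under 0.05 there were 2875 genes, 1536 lower and 1339 higher, and testing for a change of at least 1.5-fold left 352, with 167 lower, 185 higher and 0 of the Fig. 4F genes. With DESeq2, 1151 genes were higher in place of 737. Leaving out each of the 8 libraries gave from 960 to 1827 genes, 537 to 957 lower and 423 to 870 higher, and from 22 to 45 of the Fig. 4F genes. Of the 1633 genes, 866 were called in all 8 of these fits. The cause of these movements was not tested.

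The KDM5-bound share of differentially expressed genes was the least stable result. It was 51.2% and not past 0.05 in Fisher's exact test, but passed it with DESeq2 (48.5%, p = 1.22e-09), no filter on low counts (50.3%, p = 2.54e-25), at least 10 counts in every library (56.8%, p = 0.00969), the gene length offset (52.0%, p = 0.0185), an FDR under 0.05 (51.4%, p = 0.00499) and binding scores at or above the median (27.7%, p = 0.0311). With DESeq2 and the genes its filtering leaves out, chosen after seeing the data, p was 7.85e-34 at the same 48.5%. It reversed for changes of at least 1.5-fold (31.1%) and, slightly, without Kdm5[140] replicate 2 (46.9%, odds ratio 0.993). Within 3 bins of mean expression, a comparison added after the data were seen, the bound shares of called and other genes were 21.8% and 29.1% in the lowest, 50.9% and 49.0% in the middle and 64.0% and 66.0% in the highest bin, with odds ratios of 0.682, 1.083 and 0.916 and no Fisher's exact p under 0.05. Leaving out each library gave from 46.9% to 52.2% (Fisher's exact p from 0.00249 to 0.957). The share of bound genes among those not called went from 28.4% without a filter to 55.5% for genes of at least 5 CPM, so the comparison depends on the background. It also depends on how genes are called. The FDR threshold, the gene length offset and the 1.5-fold requirement moved it over the same 3224 genes. The smaller change of bound genes and the higher share on chromosome 2 kept their direction and stayed past 0.05 under every alternative run.

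For the families, means over the set were sensitive to genes with few counts. Without the filter the mean log2 fold change was 0.017 for ATP synthase and 0.335 for cytochrome c oxidase and bc1, against −0.411 and −0.309, and −0.055 for mitochondrial-genome-encoded genes. It moved from −0.277 to −0.046 for complex I and from −0.139 to −0.056 for cytosolic ribosomal proteins. The medians were −0.463 for ATP synthase, −0.307 for cytochrome c oxidase and bc1, −0.25 for complex I and −0.167 for cytosolic ribosomal proteins. DESeq2 gave −0.132 for complex I. The DESeq2 means were first taken over every gene with a fold change and gave −0.016 for ATP synthase, 0.216 for cytochrome c oxidase and bc1 and −0.033 for complex I. Keeping to genes that pass its filtering was decided later. With the correlation within each family estimated, none of the 4 nuclear mitochondrial families (means −0.291, −0.411, −0.309 and −0.277, adjusted p = 0.596 for each) or the cytosolic ribosomal family (−0.139, adjusted p = 0.883) passed 0.05. By the table's own symbols only, cytochrome c oxidase and bc1 came down to 1 gene (−0.691, adjusted p = 0.0917), and no complex I gene was left to give a value. Otherwise these 5 families kept their direction and stayed past 0.05 wherever the set test was run. Leaving out each library gave from −0.335 to −0.268 for mitochondrial ribosomal proteins, −0.457 to −0.361 for ATP synthase, −0.335 to −0.274 for cytochrome c oxidase and bc1, −0.319 to −0.246 for complex I and −0.199 to −0.107 for cytosolic ribosomal proteins.

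The other 3 families had no significant change under any alternative run, and their signs were not stable. Mitochondrial-genome-encoded genes gave −0.006 with the gene length offset and from −0.148 to 0.12 across the fits without one library. Ecdysone biosynthesis genes gave 0.443 without the most counted genes (adjusted p = 0.0565), but over 3 genes in place of 6, because spok, sad and phm, all with negative fold changes, are left out there, so this value says nothing about the whole family. They gave 0.018 with at least 10 counts in every library, 0.004 for protein-coding genes and from −0.115 to 0.05 without one library. MAPK genes gave −0.033 with the gene length offset, and from 0.039 to 0.101 without one library. Among the named genes, Egfr (−0.05), Pvr (−0.008) and phl (−0.106) changed sign with the gene length offset, and phl, which ran from −0.024 to 0.025 without one library, also without wild-type replicate 3 (−0.024) and without Kdm5[140] replicate 2 (−0.005). Over 34 named genes and 632 values, 36 values lost and 12 gained significance.

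With the replicate number as a block, 1617 genes were called, 906 lower and 711 higher, and 1358 were shared with the unblocked test. The bound share was 51.6% (Fisher's exact test, p = 0.0421). The mean family log2 fold changes were −0.294, −0.4, −0.315 and −0.277 for mitochondrial ribosomal proteins, ATP synthase, cytochrome c oxidase and bc1, and complex I. Same-numbered libraries hold different animals, and their deviations had a mean correlation of 0.065 across genes, against −0.022 for differently numbered libraries, and 4 of the 24 possible pairings had a mean as high.

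Depth limits genes with few counts, and 101 of the authors' calls lay outside the filter of the edgeR test. The offset for GC content and the replicate block with GC offset were not run, because no genome sequence was used here.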

Differences from the paper's values

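The number of higher genes was 737 with edgeR against the paper's 1148. Of the alternatives set before the data were examined, the DESeq2 Wald test (1151), an FDR under 0.05 (1339) and leaving out wild-type replicate 1 (870) came within 1.5-fold of the paper's value. The others that were run did not, with values from 185 to 759.

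The totals of 1633 differentially expressed and 896 lower genes lay within 1.5-fold of the paper's 2424 and 1276. DESeq2, which the paper's methods name, gave 2427 and 1276. For the bound share, edgeR calls gave 51.2% within the covered symbols, while the paper gives 53.2% for its own calls over the whole list. These values differ in both the test and the range of genes. The authors' own calls within the covered symbols gave 48.5% (423 of 872). That is below the paper's value for the whole list.

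All genes of Fig. 4F are drawn as downregulated, and 43 of the 51 were called by edgeR. The DESeq2 Wald test and edgeR without wild-type replicate 1 were among the settings that called more, with 51 and 45. The paper states that components of MAPK signaling did not change notably. With DESeq2, tor had a log2 fold change of 0.526 (FDR = 0.00067) and Dsor1 −0.236 (FDR = 0.00413), both under 0.01, and the authors' deposited table gives adjusted p-values of 0.000674 and 0.00415.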

Other observations

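The tests on other splits of the libraries for families, on chromosome 2, on the region near lid and on matched lists by the mean were written down before their results were seen, although for the matched lists the effect of the gene length offset was known. The other tests, and the division of splits by how they mix the genotypes, were chosen after the result was seen.

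The 8 libraries can be split into 2 groups of 4 in 35 ways. Only 8 of these part all 4 same-numbered pairs, as the genotypes do, so no share under 0.125 is possible among them. Among the 8, 1 split, the real one, gave as many differentially expressed, lower, higher or Fig. 4F genes. The bound share, the fold change of bound genes and the chromosome 2 share could not be compared this way, because the other splits had no calls to take a share of. The 27 others part fewer pairs. Over all 35 splits only the real one gave any gene at an FDR under 0.01. For comparison, 3956 genes had an unadjusted p under 0.05 in the real split. In the other splits the genotype difference lies within the groups and adds to their spread, which works against calls. Their lack of calls therefore does not measure chance. Of the 8 splits, the real one included, 3 gave a camera p as small for mitochondrial ribosomal protein genes, 1 for ATP synthase, 1 for cytochrome c oxidase and bc1, 3 for complex I, 8 for mitochondrial-genome-encoded genes, 4 for cytosolic ribosomal protein genes, 7 for ecdysone biosynthesis and 8 for MAPK genes. Of the 7 other splits, 4 put 3 libraries of one genotype against 1 and so keep part of the genotype difference. The remaining 3 put 2 of each genotype in each group, and none of those 3 gave a p as small for the 4 nuclear mitochondrial families. Over all 18 splits balanced in this way, whatever pairs they part, 1 gave a p as small for mitochondrial ribosomal protein genes. The counts were 0 for ATP synthase, 0 for cytochrome c oxidase and bc1, 2 for complex I and 9 for cytosolic ribosomal protein genes. In balanced splits too the genotype difference adds to the spread within groups, so these counts do not measure chance cleanly.

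The correlation of genes within each family, estimated from the data, raised the camera p to 0.25 for mitochondrial ribosomal protein genes, 0.143 for ATP synthase, 0.151 for cytochrome c oxidase and bc1, 0.298 for complex I and 0.552 for cytosolic ribosomal protein genes. Gene length and expression level are another candidate explanation for lower families. Among 10000 random lists matched on both, a mean as low was found in 2.22% for mitochondrial ribosomal protein genes, 10.81% for ATP synthase, 17.44% for cytochrome c oxidase and bc1, 12.03% for complex I and 49.87% for cytosolic ribosomal protein genes. By the mean, length and level were therefore set aside only for mitochondrial ribosomal protein genes. After these values were seen the lists were also compared by the median, and the shares were 0.1%, 0.11%, 0.02%, 2.1% and 43.1% in the same order. The measures disagree for 3 of the families, and the choice between them was made with the result known. With the gene length offset the means of the 4 nuclear mitochondrial families were −0.309, −0.444, −0.327 and −0.303 in the same order. The median over all tested genes went from 0.019 to −0.058. These values argue against length alone as the source of the 4 falls, while level was not tested apart from length. That the nuclear mitochondrial families are lower as families remains a hypothesis. The camera test depends on the correlation assumed, while the comparison of library means does not. The library means separated the genotypes in all 4 families at the smallest p that 4 against 4 allow (two-sided exact permutation test, 0.0286). Adjusted over 8 families (0.0572), this comparison did not pass 0.05. The fall of cytosolic ribosomal protein genes cannot be told apart from a general trend of genes of their length and level.

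Differentially expressed genes made up 20.0% of 3514 tested genes on chromosome 2, which carries lid, and 16.1% of 5766 on X, 3 and 4, an odds ratio of 1.308 (Fisher's exact test, p = 1.5e-06). Against chromosome 3 alone, with 17.1%, the odds ratio was 1.218 (Fisher's exact test, p = 0.000902). By arm the share was 18.8% on 2L, which carries lid, and 21.1% on 2R. It was 16.7% on 3L, 17.4% on 3R, 18.2% on 4 and 13.4% on X. A haplotype linked to the mutant chromosome may contribute to these genes. Within 2 Mb of lid the share was 19.5% against 18.5% on the rest of 2L, an odds ratio of 1.067 (Fisher's exact test, p = 0.692), so no excess near lid was found.

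Other cells attached to the ring glands could differ between genotypes. Marker means gave two-sided exact permutation p-values of 0.0857 for neuron, 0.686 for fat body, 0.8 for salivary gland, 0.4 for muscle, 0.6 for hemocyte and 0.257 for male dosage compensation, and none was under 0.05. For corpus cardiacum, part of the ring gland, p was 0.0571. The neuronal mean was 0.489 higher on the log2 scale in the libraries labelled Kdm5[140]. One of its 5 genes, elav, was itself higher (log2 fold change 0.39, edgeR FDR = 0.00495) without overlap between groups, although its exons overlap other genes. A higher neuronal content therefore remains possible. With 4 libraries per genotype, smaller differences in cell content remain possible. Age differed with genotype and could not be tested.

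Of the ecdysone biosynthesis genes, spok fell from 11400 ± 361 CPM to 6450 ± 970 CPM (SD, n = 4 each), a log2 fold change of −0.83 (standard error 0.10, edgeR FDR = 0.000357). sro rose by 1.01 (edgeR FDR = 0.000246) and dib by 0.56 (edgeR FDR = 0.0044), but both overlap exons of a gene on the opposite strand and their values are uncertain. With each library left out, dib passed 0.01 in 4 of 8 fits and spok and sro in all 8. sad (−0.33, edgeR FDR = 0.0251), which also overlaps such a gene, phm (−0.22, FDR = 0.0785) and nvd (−0.24, FDR = 0.198) did not pass. With DESeq2, sad passed (FDR = 0.00161), and the authors' deposited table gives it an adjusted p of 0.00162.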
